# Antiaging Metabolite‐Based Polymeric Microparticles for Intracellular Drug Delivery and Bone Regeneration

**DOI:** 10.1002/smsc.202400201

**Published:** 2024-09-03

**Authors:** Zhuozhi Wang, Jue Hu, Jeffrey S. Marschall, Ling Yang, Erliang Zeng, Shaoping Zhang, Hongli Sun

**Keywords:** α‐ketoglutarate, bone regeneration, intracellular drug delivery, microparticle, osteogenic differentiation

## Abstract

α‐ketoglutarate (AKG), a key component of the tricarboxylic acid cycle, has attracted attention for its antiaging properties. In the recent study, it is indicated that locally delivered cell‐permeable AKG significantly promotes osteogenic differentiation and mouse bone regeneration. However, the cytotoxicity and rapid hydrolysis of the metabolite limit its application. In this study, novel AKG‐based polymeric microparticles (PAKG MPs) are synthesized for sustained release. In vitro data suggest that the chemical components, hydrophilicity, and size of the MPs can significantly affect their cytotoxicity and pro‐osteogenic activity. Excitingly, these biodegradable PAKG MPs are highly phagocytosable for nonphagocytic pre‐osteoblasts MC3T3‐E1 and primary bone marrow mesenchymal stem cells, significantly promoting their osteoblastic differentiation. RNA‐Sequencing (RNA‐Seq) data suggest that PAKG MPs strongly activate Wnt/β‐catenin and PI3K–Akt pathways for osteogenic differentiation. Moreover, PAKG enables poly(L‐lactic acid) and poly(lactic*‐co*‐glycolic acid) MPs (PLGA MPs) for efficient phagocytosis. In this data, it is indicated that PLGA–PAKG‐MPs‐mediated intracellular drug delivery can significantly promote stronger osteoblastic differentiation compared to PLGA‐MPs‐delivered phenamil. Notably, PAKG MPs significantly improve large bone regeneration in a mouse cranial bone defect model. Thus, the novel PAKG‐based MPs show great promise to improve osteogenic differentiation and bone regeneration and enable efficient intracellular drug delivery for broad regenerative medicine.

## 1 Introduction

Reconstruction of large bone defects caused by trauma, congenital anomalies, or pathology remains a clinical challenge. Although autologous tissue remains the gold standard, its application is impeded by limited availability and donor site morbidity.^[^ ^1^, ^2^ ^]^ Biomaterial‐based tissue engineering presents an alternative strategy to address the challenges posed by autologous reconstruction. Biomaterial‐mediated delivery of growth factors, such as bone morphogenetic protein 2 (BMP2), and transplantation of stem cells are an intensively studied approach for promoting bone regeneration.^[^ ^3^, ^4^, ^5^, ^6^ ^]^ However, the low efficacy of BMP2 necessitates high doses, which can lead to serious side effects. Thus, innovative biomaterials with inherent pro‐osteogenic properties are particularly promising for bone tissue engineering. These materials can potentially reduce the dose of BMP2, thereby minimizing potential side effects. Similarly, stem cells transplantation is fraught with challenges, including potential immunological rejection^[^ ^7^, ^8^ ^]^ and the elevated risk of tumorigenesis.^[^ ^9^, ^10^, ^11^ ^]^ Therefore, a need exists to develop innovative biomaterials with robust pro‐osteogenic properties, thereby reducing reliance on these intricate biological mediators.

α‐ketoglutarate (αKG or AKG) is emerging as an intriguing endogenous antiaging molecule across various organisms. As an essential tricarboxylic acid (TCA) cycle intermediate and an energy donor, AKG was first reported to extend the lifespan of adult *Caenorhabditis elegans* by ≈50% in 2014.^[^ ^12^ ^]^ Furthermore, another study revealed that dietary AKG could extend Drosophila lifespan by modulating mammalian target of rapamycin (mTOR)/AMP‐activated protein kinase pathways.^[^ ^13^ ^]^ A recent study indicated that dietary AKG can significantly expand the lifespan and healthspan of aged mice in 2020.^[^ ^14^ ^]^ While AKG's specific role in bone formation remains unclear, it is recognized as an essential metabolite for bone anabolism.^[^ ^15^, ^16^, ^17^, ^18^ ^]^ For example, dietary AKG is known for supporting amino acid and collagen matrix synthesis.^[^ ^19^, ^20^ ^]^ The enzyme glutaminase and AKG production via glutamine metabolism were found essential for skeletal stem cells.^[^ ^21^ ^]^ Additionally, AKG production plays a crucial role in parathyroid hormone^[^ ^22^ ^]^ and wingless‐related integration site (Wnt)^[^ ^23^ ^]^‐induced bone anabolism. While circulatory AKG levels significantly decrease in older humans and mice,^[^ ^24^, ^25^ ^]^ dietary supplementation with AKG increases circulating AKG levels in aged mice, mitigates age‐related osteoporosis, and promotes new bone formation.^[^ ^26^ ^]^ Taken together, AKG has shown great promise in promoting bone regeneration.

The therapeutic applicability of locally applied AKG for bone regeneration is currently hindered due to poor cell permeability and lack of biomaterial‐based AKG delivery. Our recent investigation indicates that a cell‐permeable AKG derivative (dimethyl‐AKG, DMAKG) can promote osteoblastic differentiation of mouse cranial pre‐osteoblastic cells and primary bone marrow mesenchymal stem cells (BMSCs). More importantly, for the first time, our in vivo study indicates that local scaffold (gelfoam)‐released DMAKG significantly improves BMP2‐induced ectopic bone regeneration in both young and aged mice.^[^ ^27^ ^]^ Despite this, it is still challenging to directly apply the soluble AKG or DMAKG for tissue regeneration due to low stability in an aqueous environment and poor bioavailability. Remarkably, akin to other metabolites like lactic acid and citric acid, AKG can undergo polymerization, resulting in the formation of biodegradable polyesters. When these polyesters are shaped into macroparticles (MPs), they exhibit the capacity to modulate not only the immune response of dendritic cells (DCs) but also the metabolic processes and innate immune cell phenotypes (specifically macrophages and neutrophils) through phagocytosis.^[^ ^28^, ^29^, ^30^ ^]^ However, it's important to note that this phagocytosis‐mediated intracellular delivery strategy may not be applicable to nonphagocytic cells (such as osteoblasts and MSCs), which have limited MPs uptake capability. Nevertheless, this implies that the AKG‐based biopolymer holds promise as an innovative approach for creating biodegradable biomaterials specifically tailored for osteogenesis and bone regeneration, an area that remains largely unexplored.

Inspired by its promising reparative abilities, we designed and synthesized innovative polyesters containing AKG monomer and used them to fabricate biodegradable MPs (PAKG MPs) for bone tissue engineering applications in this study. Through tailoring the chemical composition of the copolymers and the particle size of PAKG MPs, we can significantly reduce the cytotoxicity to pre‐osteoblasts and promote their osteoblastic differentiation and matrix mineralization. While MPs made by common polyesters, e.g., poly(L‐lactic acid) and poly(lactic*‐co*‐glycolic acid) (PLLA and PLGA MPs) have low uptake by osteoblastic cells, our innovative PAKG MPs are highly phagocytosable for both pre‐osteoblastic cells and BMSCs. Furthermore, blending with 1% of PAKG enables these PLLA‐ or PLGA MPs‐efficient phagocytosis for intracellular drug delivery. Using the BMP agonist, phenamil^[^ ^31^, ^32^, ^33^ ^]^ as a model small‐molecule drug, our data indicate that PLGA–PAKG‐MP‐mediated intracellular drug delivery can promote significantly faster and stronger osteoblastic differentiation and matrix mineralization compared to free or conventional PLGA‐MPs‐delivered phenamil groups. Our in vivo data confirm that PAKG MPs significantly improve bone regeneration in a mouse cranial defect model.

## 2 Results

### 2.1 Synthesis and Characterization of PAKG Polymers and PAKG MPs

The polyesters composed of AKG and 1,8‐octanediol/1,10‐decanediol with or without polyethylene glycol (PEG) were synthesized through polycondensation without solvent by melting all reactants at 120 °C (**Figure** **1**A). The side product, water, was removed from the reaction system simultaneously by vacuum to drive the reaction toward polymer formation. The molecular weight (Mw) of the four polymers were evaluated with gel permeation chromatography and they are 12 431, 11 365, 24 919, and 12 351 g mol^−1^ with polydispersity index 1.79, 1.12, 2.17, and 2.36 for PAKG–10diol, PAKG–8diol, PAKG–10diol–PEG, and PAKG‐8diol‐PEG, respectively. The four polymers were then characterized by proton nuclear magnetic resonance (1H NMR) to confirm the structure and determine the ratio of PEG in polymers (Figure 1B and Figure S1–S3, Supporting Information). The two triplet peaks near 2.7 and 3.2 ppm corresponded to two —CH_2_— groups in AKG while the two triplet peaks near 4.1 and 4.3 ppm corresponded to two end —CH_2_— groups adjacent to O in diol for all four polymers. The three peaks between 1.2 and 1.8 ppm corresponded to the —CH_2_— groups between two end —CH_2_— groups in diol. For the two polymers containing PEG, the peak near 3.65 ppm corresponded to —CH_2_— groups in PEG. Therefore, according to the integration of this PEG peak, the weight ratio of PEG could be calculated to be 22% for PAKG–10diol–PEG and 13.4% for PAKG–8diol–PEG. By adjusting the ratio of starting materials, different content of PEG in resulting polymers could be achieved. PAKG–8diol–PEG with higher ratio of PEG was synthesized but was readily soluble in water, resulting in difficulty in making microparticles (MPs) for our applications.

**Figure 1:**
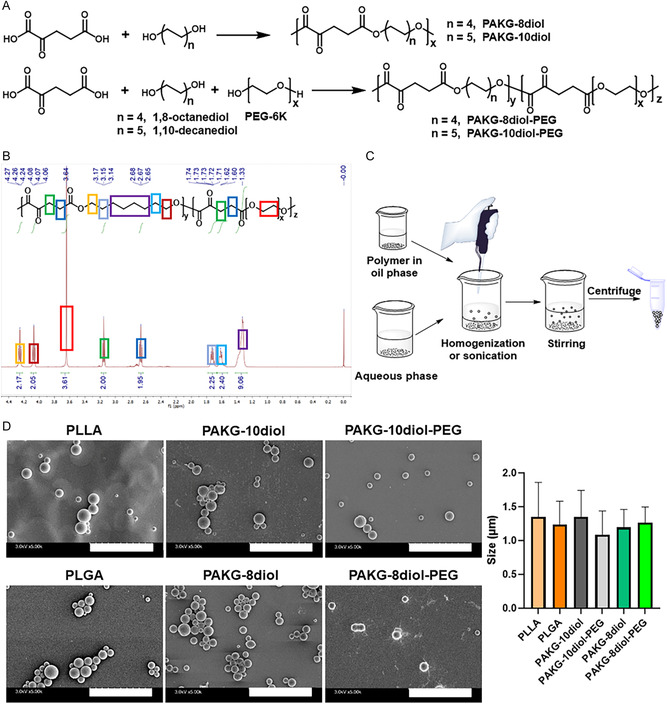
AKG polymer (PAKG) synthesis, characterization, and microparticles (MPs) fabrication, characterization. A) Scheme of PAKG‐10diol, PAKG–10diol–PEG, PAKG–8diol, and PAKG–8diol–PEG synthesis. B) ^1^H NMR of PAKG–8diol–PEG. C) Schematic illustration of the fabrication of PAKG MPs. D) Scanning electron microscope (SEM) images of PLLA, PLGA, PAKG‐10diol, PAKG‐10diol‐PEG, PAKG‐8diol, and PAKG‐8diol‐PEG MPs (fabricated by homogenization) and their size distribution (scale bars = 10 μm).

As indicated in the contact angle results (Figure S4A, Supporting Information), PAKG–8diol has higher hydrophilicity than PAKG–10diol due to the shorter aliphatic carbon chain of 1,8‐octanediol. The 1,8‐octanediol is the largest aliphatic diol that is considered water soluble while 1,10‐decanediol is water insoluble. The presence of PEG was another important factor that could influence the hydrophilicity of the polymers. The polymers with PEG had smaller contact angle which indicated higher hydrophilicity. Although PAKG–8diol showed higher hydrophilicity than PAKG–10diol, PAKG–10diol–PEG exhibited higher hydrophilicity than PAKG–8diol–PEG due to higher PEG ratio in the polymer chain. PAKG MPs were then fabricated using an oil‐in‐water emulsion method, which is illustrated in Figure 1C. By altering the energy input method, i.e., homogenization or sonication, MPs size could be controlled precisely. After fabrication, MPs sizes and morphology were characterized using SEM. The SEM images showed that all MPs fabricated using a homogenizer were spherical and had the size around 1 μm and there was no significant difference between polymers, as shown in Figure 1D.

### 2.2 Effect of PAKG MPs on Osteoblastic Differentiation and Mineralization

To determine the effect on osteoblast differentiation, we treated MC3T3‐E1 cells with different doses of PAKG‐10diol MPs, and DMAKG was used as a positive control as we previously reported.^[^ ^27^ ^]^ However, PAKG–10diol MPs strongly inhibited the alkaline phosphatase (ALP) activity in a dose dependent manner (**Figure** **2**A), suggesting the potential cytotoxicity of PAKG–10diol MPs. PAKG–10diol–PEG MPs showed less inhibition of ALP but failed to improve it when a PEG moiety was introduced (Figure 2A). Alternatively, the more hydrophilic 1,8‐octanediol compared to 1,10‐decanediol was tested as previously reported.^[^ ^34^ ^]^ Both PAKG–8diol and PAKG–8diol–PEG could significantly increase ALP activity in a dose‐dependent manner with up to 60 μg of MPs per well. In addition, even the lowest dose (10 μg) showed higher promotion of ALP activity compared to DMAKG (Figure 2A).

**Figure 2:**
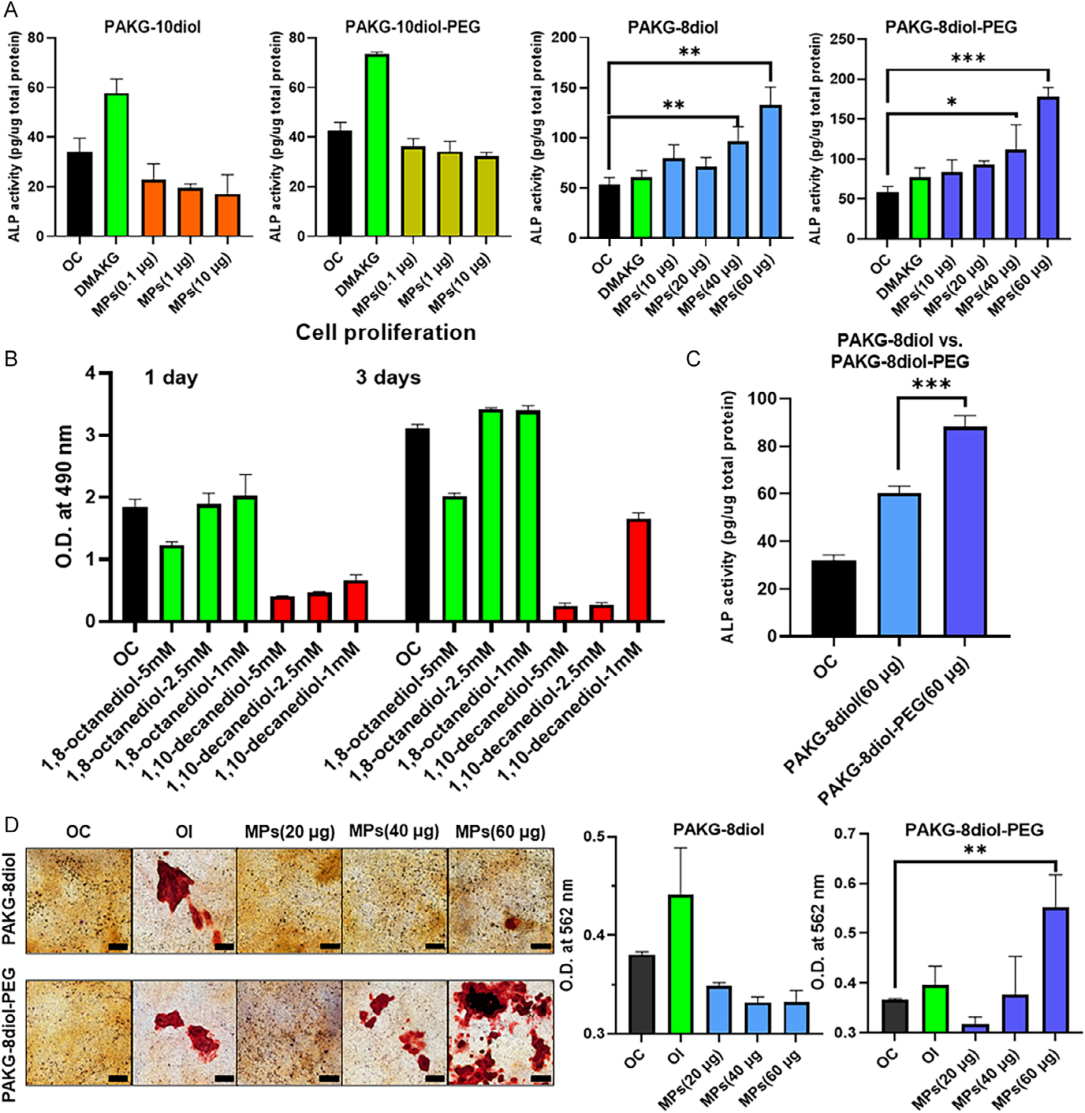
Rationale of AKG polymer design, selection (effect of carbon chain length of diol and PEG), and PAKG MPs‐enhanced osteoblastic differentiation and mineralization. A) ALP activity of MC3T3‐E1 cultured with different doses of PAKG MPs for 7 days. B) MC3T3‐E1 cell proliferation with different concentrations of 1,8‐octanediol and 1,10‐decanediol. C) Improved ALP activity of MC3T3‐E1 cells by the same dose of PAKG–8diol and PAKG–8diol–PEG MPs on day 7. D) Microscope images of mineralization of MC3T3‐E1 with PAKG–8diol and PAKG–8diol–PEG MPs for 4 weeks after Alizarin Red S staining (scale bar = 500 μm) and Alizarin Red S quantitation after staining. Data are expressed as mean ± standard deviation (SD) (*n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001).

To further characterize the biocompatibility of these PAKG polymers, we studied the effects of 1,8‐octanediol and 1,10‐decanediol, which are the degradation products of PAKG, on the cell proliferation of MC3T3‐E1 cells. The result showed that 1,8‐octanediol had little negative effect on cell proliferation up to 2.5 mM while 1,10‐decanediol significantly decreased cell proliferation from 1 mM (Figure 2B). This explained the better biocompatibility of PAKGs containing 1,8‐octanediol compared to 1,10‐decanediol. It was noted that neither 1,8‐octanediol nor 1,10‐decanediol (0.5 mM) had a detectable positive effect on ALP activity in MC3T3‐E1 cells (Figure S4B, Supporting Information). This suggests that AKG is the main component contributing to the pro‐osteogenic capability in the PAKG polymers. The addition of PEG to the PAKG MPs (PAKG–8diol–PEG MPs) further improved both the ALP activity (Figure 2C) and mineralization (Figure 2D) of MC3T3‐E1 cells when both of them were treated at 60 μg per well (Figure S4C). The pro‐osteoblastic ability of PAKG–8diol and PAKG–8diol–PEG MPs was further confirmed by gene expression of multiple osteogenic markers (ALP, osteocalcin (OCN), bone sialoprotein (BSP), Runt‐related transcription factor 2 (RUNX2)) in MC3T3‐E1 (Figure S4D, Supporting Information). Based on these data, PAKG–8diol–PEG was determined to be the best formulation of the four PAKG polymers to make MPs for osteoblastic differentiation and used for the following experiments.

### 2.3 Effect of PAKG MPs Size on Osteoblastic Differentiation and Mineralization

In addition to improving hydrophilicity, smaller size is also known to accelerate the degradation of the polymeric MPs in part due to the larger surface area. Therefore, we fabricated smaller PAKG–8diol(S) and PAKG–8diol–PEG(S) MPs to assess their bioactivities. The comparison of larger and smaller MPs is presented in **Figure** **3**A. The size of the smaller MPs was only about 1/10 of the size of the larger MPs. It was found that the optimal dose of PAKG–8diol(S) MPs was 20 μg and PAKG–8diol–PEG(S) was 30 μg (Figure S5B, Supporting Information). Then, the optimal doses of PAKG–8diol(S) and PAKG–8diol–PEG(S) were compared with the optimal dose of PAKG–8diol–PEG(L) (60 μg). The ALP activity demonstrated that smaller MPs had significantly better performance in promoting osteoblastic differentiation in both MC3T3‐E1 and primary mBMSCs (Figure 3B). The pro‐osteoblastic ability of PAKG–8diol–PEG(S) MPs was further confirmed by gene expressions of multiple osteogenic markers (OCN, BSP) (Figure S4E, Supporting Information) and mineralization (Figure 3C) using the MC3T3‐E1 cells.

**Figure 3:**
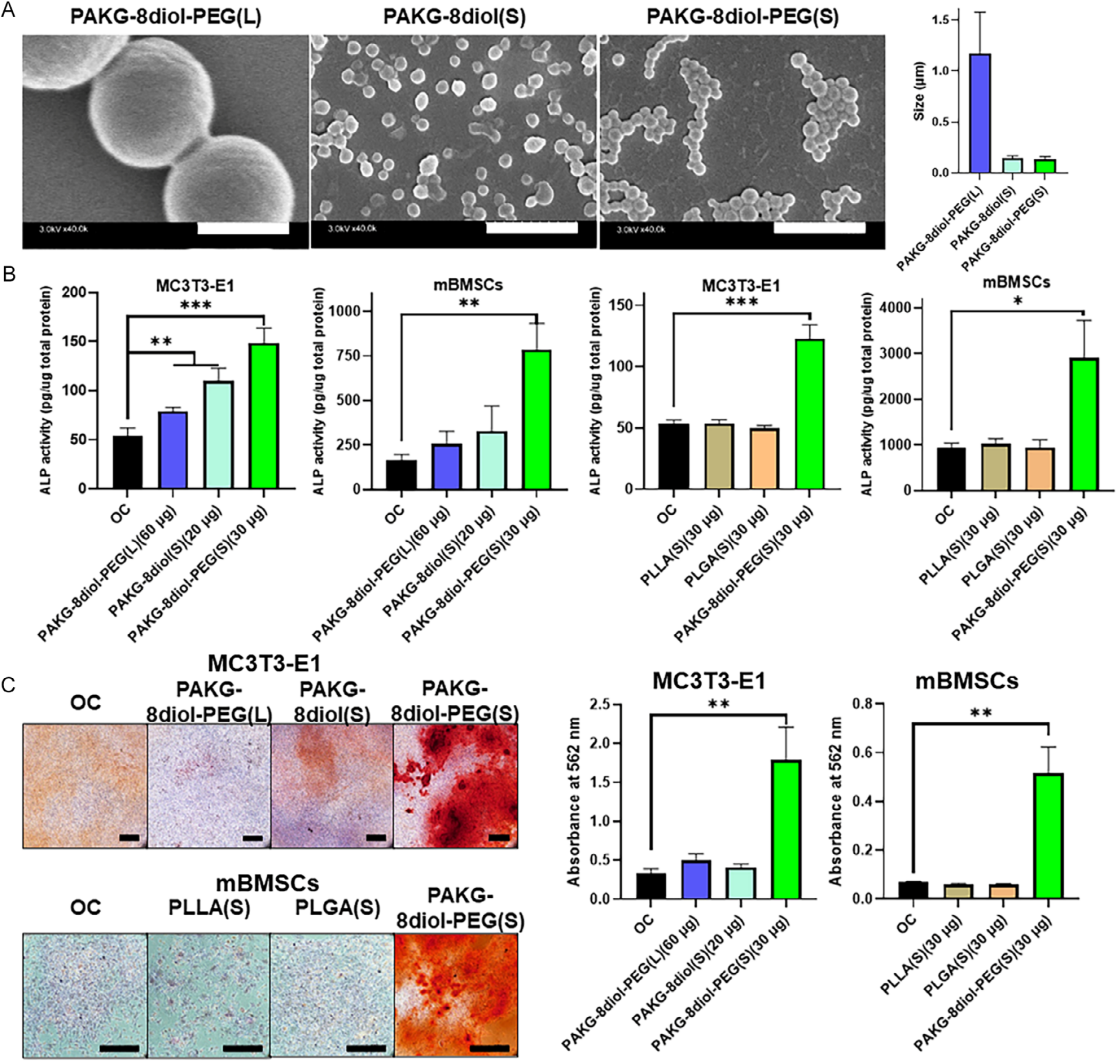
Effect of microparticle size on osteoblastic differentiation and mineralization. A) SEM images of PAKG–8diol–PEG(S), PAKG–8diol(S), and PAKG–8diol–PEG(S) MPs (scale bars = 1 μm). B) ALP activity of MC3T3‐E1 and mBMSCs with PLLA(S), PLGA(S), PAKG–8diol–PEG(L), PAKG–8diol(S), and PAKG–8diol–PEG(S) MPs. C) Microscope images of MC3T3‐E1 cultured with PAKG–8diol–PEG(L), PAKG–8diol(S), PAKG–8diol–PEG(S) MPs for 24 days and mBMSCs cultured with PLLA(S), PLGA(S), PAKG–8diol–PEG(S) MPs for 28 days after Alizarin Red S staining (left) (sale bars = 500 μm) and Alizarin Red S quantification after staining (right). Data are expressed as mean ± SD (*n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001).

For comparison, we fabricated PLLA(S) and PLGA(S) MPs with similar size to PAKG(S) MPs (Figure S5A, Supporting Information) to study their effects on the osteoblastic differentiation of MC3T3‐E1 and mBMSCs. The results indicated that neither PLLA(S) nor PLGA(S) MPs could improve the ALP activity of the tested cells. Consistently, matrix mineralization data further confirmed that small PAKG–8diol–PEG(S) MPs not the PLLA or PLGA MPs could promote osteogenic differentiation of mBMSCs (Figure 3C).

### 2.4 Osteogenesis‐Related Signaling Pathways Modulated by PAKG MPs

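MC3T3-E1 cells, a pre-osteoblast line from mouse calvaria, were kept in osteoconductive (OC) medium for 2 days with PAKG–8diol–PEG(S) MPs at 30 μg/mL (PAKG group) or without MPs (OC group), and poly(A) RNA from 3 samples of each group was sequenced. For OC medium the paper gives 2.5 mM β-glycerophosphate and 50 μg/mL ascorbic acid, whereas the sample labels give 10 for β-glycerophosphate (read here as mM) and 50 mg/mL for ascorbic acid. The paper describes triplicate wells per group for its cell experiments but does not say how the 3 RNA samples of a group relate to wells or repeats, so the p-values measure only the spread between these samples, which may be that of wells within 1 experiment. The values analysed are the authors' deposited FPKM for 26187 genes, rounded to 2 decimals, which the submitters' processing notes trace to HISAT2 and StringTie on GRCm38. FPKM summed to between 289675.9 and 310581.7 per PAKG library (median 307866.4) and between 295863.6 and 325818.2 per OC library (median 316096.0). Depth was estimated from the low values of short genes in each library: 32600000 to 42400000 fragments in PAKG (median 33900000) and 32100000 to 36600000 in OC (median 36500000). At that depth, 1 fragment on a transcript of 1 kb is worth 0.0236 to 0.0312 FPKM. The 12590 genes with a mean of at least 0.5 FPKM over the 6 libraries were compared with limma on log2(FPKM + 0.1), in a 2-sided test with Benjamini-Hochberg adjustment. A gene counted as differentially expressed at an adjusted p under 0.05 with a fold change of at least 2, the thresholds the paper states. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM, and standard errors are limma's moderated ones. Gene lists were tested as groups with limma's camera at a preset correlation of 0.01, adjusted over the 28 lists with at least 5 genes tested. Across genes, which are not independent replicates, Pearson's r between libraries was 0.980 to 0.989 within groups and 0.969 to 0.978 between groups. The first principal component, with 43.9% of the variance, separated PAKG from OC, and the second, with 25.1%, separated replicate 2 of both groups from the other libraries.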

To further characterize the pro‐osteoblastic capability of our novel PAKG–8diol–PEG(S) MPs and to elucidate the underlying mechanisms, RNA‐Seq and bioinformatics analysis using MC3T3‐E1 cells was completed. 

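With PAKG MPs, 109 genes were higher and 73 were lower than in OC among the 12590 genes tested. Tmod1, which caps the pointed end of actin filaments (ENSMUSG00000028328, chromosome 4, 46038935 to 46116032), rose from 0.380 ± 0.0755 to 5.21 ± 0.192 FPKM (mean ± SD, n = 3), a log2 fold change of 3.48 (standard error 0.14, limma adjusted p = 3.71e-05). Matn4, a matrix protein of the matrilin family (ENSMUSG00000016995, chromosome 2, 164389393 to 164405160), rose from 6.26 ± 0.606 to 32.6 ± 2.72 FPKM, a log2 fold change of 2.36 (standard error 0.10, adjusted p = 3.71e-05). Etv4, an ETS transcription factor (ENSMUSG00000017724, chromosome 11, 101769742 to 101785371), fell from 2.83 ± 0.336 to 0.450 ± 0.0700 FPKM, with a log2 fold change of -2.42 (standard error 0.16, adjusted p = 0.000285). The aryl hydrocarbon receptor gene Ahr (ENSMUSG00000019256, chromosome 12, 35497974 to 35535038) fell from 11.3 ± 1.39 to 2.67 ± 0.417 FPKM, with a log2 fold change of -2.04 (standard error 0.14, adjusted p = 0.000285). Coordinates here and below are on GRCm38. Among differentially expressed genes with at least 2 FPKM in the higher group and no predicted-gene symbol, the 12 largest rises were those of Bglap, Bglap2, Tmod1, Phospho1, Panx3, Matn4, Fgd3, Wnt4, Col2a1, Slc43a2, Fgfr3 and Smpd3. Of these, Fgd3 had a log2 fold change of 2.22 and Slc43a2, an amino acid transporter, 2.05. The 12 largest falls were those of Ifit1, Etv4, Isg15, Ahr, Ccl2, Etv5, Irgm2, Arhgap18, Rtp4, Il1rl1, Ifit3 and Rps27rt, of which Etv5 had a log2 fold change of -1.62 and Arhgap18 -1.56. Rps27rt (log2 fold change -1.49, adjusted p = 0.0495) shares sequence with Rps27, so its value is uncertain. Its call was lost without PAKG replicate 2 (adjusted p = 0.0637), PAKG replicate 3 (0.116), OC replicate 1 (0.146) or OC replicate 3 (0.163), with no filter (0.122) and with no mean-variance trend (0.0757). In each of the 182 genes, all 3 PAKG libraries lay on the same side of all 3 OC libraries. Selecting these genes from the same libraries favours that, so it is no added evidence. Of all genes tested, 33.4% were separated in this way, where chance gives 10%. At an adjusted p under 0.05 with no fold threshold, 751 genes were higher and 1099 lower, and with the replicate number as a block 1554 were higher and 2157 lower. These counts depend on scaling and on single libraries. Rescaling to a common total gave 870 higher and 760 lower, and median-ratio scaling 900 and 949. The total of 1850 fell to 1114 without PAKG replicate 1, 827 without PAKG replicate 3, 1104 without OC replicate 1, 1416 without OC replicate 2 and 872 without OC replicate 3, and rose to 2227 without PAKG replicate 2. With both thresholds, a pseudocount of 1 left 62 genes higher and 28 lower, and limma's treat against a fold change of 2 left 17 higher and 4 lower.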

A total 217 genes were upregulated, and 137 genes were downregulated by PAKG MPs treatment compared to the nontreatment group (**Figure** **4**A). 

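Genes of osteoblast differentiation and of bone matrix were higher with PAKG MPs, and interferon-stimulated genes were lower. With an estimated correlation, camera kept its call for the osteoblast list but not for the bone matrix and interferon lists. At its preset correlation, camera also called each of these lists in 7 other splits of the 6 libraries into 3 and 3. Those splits mix the groups, and their adjusted p was larger each time. The rise was not limited to bone genes. Chondrocyte markers had a median log2 fold change of 0.80 over 7 genes, and contractile and fibroblast markers 0.27 over 18. These are the members tested, of 22 chondrocyte markers and 25 contractile and fibroblast markers listed, so most chondrocyte markers were not tested. Camera called both at its preset correlation but not with an estimated one (adjusted p = 0.0832 and 0.22). Of 30 genes of osteoblast differentiation and mineralization, 12 were higher and none was lower (13 higher when adjusted over the list alone), with a median log2 fold change of 0.76 (camera adjusted p = 4.36e-18, and 0.0168 with an estimated correlation). Of 43 genes of bone matrix proteoglycans and minor collagens, 5 were higher and none was lower (5 when adjusted over the list alone), with a median of 0.38 (camera adjusted p = 4.43e-13, and adjusted p = 0.205 with an estimated correlation). Among them, Ogn (ENSMUSG00000021390, chromosome 13, 49608046 to 49624501), which encodes osteoglycin, rose from 199.8 ± 3.45 to 439 ± 24.0 FPKM (SD, n = 3; log2 fold change 1.13, standard error 0.07, limma adjusted p = 0.000278). C1qtnf3, a secreted protein of the C1q and TNF family (ENSMUSG00000058914, chromosome 15, 10952332 to 10980150), rose from 2.32 ± 0.335 to 9.26 ± 1.36 FPKM (log2 fold change 1.95, standard error 0.14, adjusted p = 0.000344). Olfml3 had a log2 fold change of 1.17 (standard error 0.07, adjusted p = 0.000169). Of 54 interferon-stimulated genes, many of which act in the innate defence against viruses, none was higher and 13 were lower (13 when adjusted over the list alone), with a median of -0.67 (camera adjusted p = 3.29e-16, and adjusted p = 0.0967 with an estimated correlation). At limma's adjusted p under 0.05 alone, the members higher and lower numbered 20 and 2 in the osteoblast list, 23 and 2 in the bone matrix list, and 1 and 34 in the interferon list. At an unadjusted p under 0.05 they numbered 24 and 3, 28 and 3, and 2 and 46. Igtp, an interferon-induced GTPase (ENSMUSG00000078853, chromosome 11, 58199556 to 58207591), fell from 3.55 ± 0.155 to 1.21 ± 0.111 FPKM (log2 fold change -1.48, adjusted p = 0.000355); it overlaps Irgm2 on the same strand, so the division of reads between these genes is uncertain. Irf9, a subunit of the transcription factor that mediates the type I interferon response, had a log2 fold change of -1.25 (standard error 0.12, adjusted p = 0.000792), and -0.87 with a pseudocount of 1. Mitochondrially encoded genes took 9.53 to 10.71% of the FPKM in the PAKG libraries and 10.84 to 11.88% in the OC libraries. The lists hold genes that the paper names from these samples, so their counts are not independent evidence of direction. Without those genes the median was 0.52 over 20 osteoblast genes (camera adjusted p = 5.86e-07), 0.34 over 36 bone matrix genes (2.08e-07) and -0.64 over 52 interferon-stimulated genes (1.01e-14). 

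**Figure D1:**
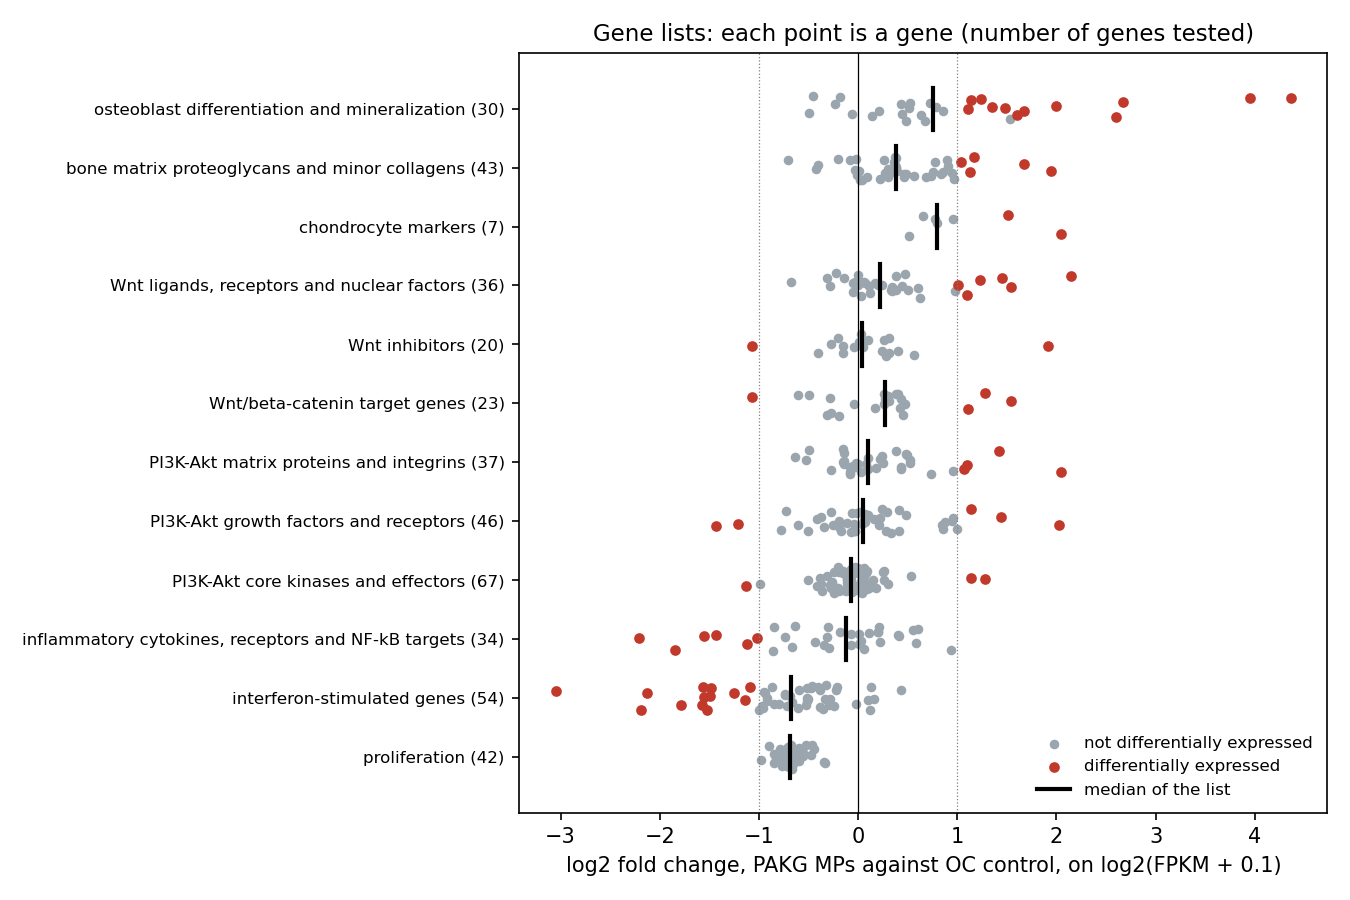
Log2 fold change, PAKG against OC, of each tested gene in 12 gene lists, on the log2(FPKM + 0.1) scale. Each point is a gene, red points are differentially expressed genes, black bars are list medians and dotted lines mark -1 and 1. The osteoblast median lies at 0.76 and the interferon median at -0.67.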

Gene ontology enrichment analysis indicated that the terms innate immune response, immune system process, ossification, regulation of bone mineralization, extracellular matrix, structural constituent of bone, and bone development were significantly upregulated in the PAKG MPs treatment group (Figure S6, Supporting Information). Furthermore, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of differentially expressed genes revealed the top signaling pathways modulated by PAKG MPs are Wnt and PI3K–Akt signaling pathways among others (Figure 4B). 

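Among the differentially expressed genes, members of the Wnt and PI3K–Akt lists were more frequent than among all genes tested. Of 71 Wnt genes in 3 joined lists, 10 were differentially expressed, an odds ratio of 11.8 (Fisher's exact test, 2-sided, adjusted p = 6.25e-07 over 28 lists). Of 149 PI3K–Akt genes in 3 joined lists, 12 were differentially expressed, an odds ratio of 6.32 (adjusted p = 1.15e-05 from the same test). Of the 28 lists, 5 others passed this test: osteoblast differentiation (12 of 30 genes, odds ratio 48.5, adjusted p = 1.12e-13), interferon-stimulated genes (13 of 54, 23.2, 7.24e-12), inflammatory genes (6 of 34, 15.1, 4.52e-05), bone matrix (5 of 43, 9.19, 0.00172) and chondrocyte markers (2 of 7, 27.5, 0.0166). Wnt ligands, receptors and nuclear factors were higher as a group at camera's preset correlation. Camera also called them in 6 other splits of the 6 libraries into 3 and 3, each time with a larger adjusted p. Of 36 genes, 6 were higher and none lower (6 when adjusted over the list alone, 14 higher and 1 lower at an adjusted p under 0.05 alone, and 17 and 2 at an unadjusted p under 0.05 from limma), with a median log2 fold change of 0.22 (camera adjusted p = 1.24e-06, and adjusted p = 0.0832 with an estimated correlation). PI3K–Akt matrix proteins and integrins were also called higher by camera at its preset correlation, a call that several alternatives lost. Their log2 fold changes were positive in 21 genes and negative in 16, and limma's fry made no call (adjusted p = 0.14). Of 37 genes, 4 were higher and none lower (4 when adjusted over the list alone, 11 higher and 1 lower at an adjusted p under 0.05 alone, and 14 and 2 at an unadjusted p under 0.05), with a median of 0.10 (camera adjusted p = 0.00116, and adjusted p = 0.491 with an estimated correlation). Without PAKG replicate 2 the median of this matrix list was -0.02 and its adjusted p 0.106, and another split of the 6 libraries gave it an adjusted p of 6.08e-09. The lists were written by hand in place of KEGG's and include genes that the paper names. Without those genes, 4 of 65 Wnt genes (odds ratio 5.36, adjusted p = 0.0473) and 8 of 144 PI3K–Akt genes (odds ratio 4.91, adjusted p = 0.00383) were differentially expressed. The bone matrix and chondrocyte lists then no longer passed (both 0.203), and the Wnt ligand list had a median of 0.12 (camera adjusted p = 6.16e-04) and the matrix list one of 0.05 (0.0292). Of the 4 Wnt genes still differentially expressed, Fzd9, Bambi and Wif1 were higher and Notum was lower. Wif1 and Notum are inhibitors of Wnt signaling, and Bambi and Notum lost their calls with a pseudocount of 1. The count of 4 therefore gives no direction for Wnt signaling.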

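The 5 Wnt genes Wnt4, Wnt10b, Lrp5, Fzd5 and Tcf7 each rose with PAKG MPs, and every PAKG library lay above every OC library. Wnt4 encodes a secreted Wnt ligand (ENSMUSG00000036856) and lies on chromosome 4, 137277489 to 137299726; it rose from 1.27 ± 0.178 FPKM in OC to 6.00 ± 0.821 in PAKG (SD, n = 3), a log2 fold change of 2.15 (standard error 0.14, limma adjusted p = 0.000285). Wnt10b, a ligand that favours osteoblast over adipocyte formation (ENSMUSG00000022996, chromosome 15, 98770712 to 98778150), rose from 9.59 ± 0.827 to 22.7 ± 0.835 FPKM (log2 fold change 1.23, standard error 0.08, adjusted p = 0.000285). The Wnt co-receptor gene Lrp5 (ENSMUSG00000024913, chromosome 19, 3584828 to 3686564) rose from 4.70 ± 0.592 to 9.58 ± 1.22 FPKM (log2 fold change 1.01, standard error 0.12, adjusted p = 0.00198). Fzd5, a Frizzled receptor (ENSMUSG00000045005, chromosome 1, 64730558 to 64737751), rose from 3.61 ± 0.542 to 7.80 ± 1.01 FPKM (log2 fold change 1.09, standard error 0.14, adjusted p = 0.00215). Tcf7, a nuclear partner of β-catenin (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014), rose from 3.19 ± 1.31 to 9.02 ± 0.980 FPKM (log2 fold change 1.54, standard error 0.25, adjusted p = 0.00682). Lrp5 and Fzd5 lay close to the fold threshold: Lrp5 fell under it without PAKG replicate 2 (log2 fold change 0.91, adjusted p = 0.00273), OC replicate 1 (0.96, 0.0126) or OC replicate 3 (0.97, 0.0147) and with a pseudocount of 1 (0.89, 0.00199). Fzd5 fell under it without PAKG replicate 2 (1.00 after rounding, 0.00369) or OC replicate 1 (0.99, 0.0106) and with a pseudocount of 1 (0.93, 0.00209). 

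**Figure D2:**
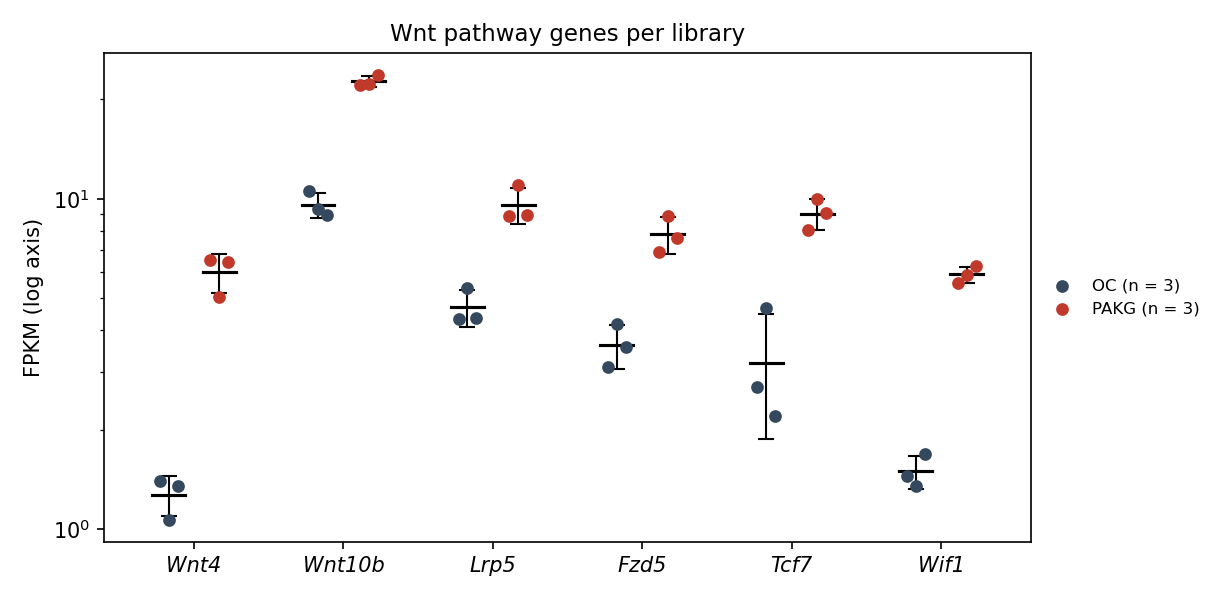
FPKM on a log axis of Wnt4, Wnt10b, Lrp5, Fzd5, Tcf7 and the secreted Wnt inhibitor Wif1 in the 3 OC (dark) and 3 PAKG (red) libraries. Points are libraries, horizontal bars are means and error bars are SD (n = 3). The PAKG mean of Wnt4 is 6.00 FPKM and the OC mean 1.27.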

More specifically, Wnt4, Wnt10b, Lrp5, Fzd5, and Tcf7 of the Wnt signaling pathway were consistently and significantly upregulated by PAKG MPs as shown in the heatmap (Figure 4C). 

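Fgfr3, Col2a1 and Itga10, members of the PI3K–Akt lists, rose with PAKG MPs. Fgfr3, a receptor for fibroblast growth factors (ENSMUSG00000054252, chromosome 5, 33721674 to 33737068), rose from 4.64 ± 0.526 FPKM in OC to 19.2 ± 1.71 in PAKG (SD, n = 3), a log2 fold change of 2.03 (standard error 0.11, limma adjusted p = 0.00013). Col2a1, the type II collagen chain of cartilage (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695), rose from 11.1 ± 0.759 to 46.2 ± 1.03 FPKM (log2 fold change 2.05, standard error 0.07, adjusted p = 1.89e-05). Itga10, the α-subunit of a collagen-binding integrin (ENSMUSG00000090210, chromosome 3, 96645584 to 96664519), rose from 6.51 ± 0.955 to 14.0 ± 1.11 FPKM (log2 fold change 1.10, standard error 0.12, adjusted p = 0.00126), but fell just under the fold threshold without OC replicate 3 (0.99, adjusted p = 0.00714). Among the other members of these lists that rose were Igf1, insulin-like growth factor 1, from 1.88 ± 0.0635 to 5.27 ± 0.154 FPKM (log2 fold change 1.44, adjusted p = 0.000169), and Tnc, the matrix protein tenascin C, from 91.9 ± 16.1 to 245 ± 34.1 FPKM (log2 fold change 1.42, adjusted p = 0.00107). Itga9, another integrin α-subunit, had a log2 fold change of 1.07 (adjusted p = 0.00346), which was 1.00 after rounding and under the threshold without PAKG replicate 2 (0.00794), 0.94 without OC replicate 3 (0.0146) and 0.76 with a pseudocount of 1 (0.00299).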

The upregulated genes of PI3K–Akt pathways were Fgfr3, Cola2a1, and Itga10. Notably, Il1rl1, Isg15, Osmr, Ifit1, and Il18rap involved in innate immune response and inflammation were all significantly downregulated by PAKG MPs treatment. 

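Il1rl1, Isg15, Osmr, Ifit1 and Il18rap each fell with PAKG MPs, and every PAKG library lay below every OC library. Il1rl1, the receptor for interleukin 33 (ENSMUSG00000026069, chromosome 1, 40429570 to 40465415), fell from 5.58 ± 0.123 FPKM in OC to 1.84 ± 0.156 in PAKG (SD, n = 3; log2 fold change -1.55, standard error 0.09, limma adjusted p = 0.000198). Isg15, an interferon-induced ubiquitin-like protein (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), fell from 17.7 ± 3.22 to 3.93 ± 0.435 FPKM (log2 fold change -2.13, standard error 0.15, adjusted p = 0.000286). Osmr, the oncostatin M receptor (ENSMUSG00000022146, chromosome 15, 6813577 to 6874969), fell from 4.85 ± 0.494 to 1.73 ± 0.140 FPKM (log2 fold change -1.43, standard error 0.11, adjusted p = 0.000403). Ifit1, an interferon-induced protein that binds viral RNA (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009), fell from 2.57 ± 0.157 to 0.237 ± 0.124 FPKM (log2 fold change -3.05, standard error 0.26, adjusted p = 0.000543). Il18rap, a subunit of the interleukin 18 receptor (ENSMUSG00000026068, chromosome 1, 40515362 to 40551705), fell from 1.54 ± 0.0624 to 0.257 ± 0.0416 FPKM (log2 fold change -2.21, standard error 0.18, adjusted p = 0.000515). Its mean over the libraries is under 1 FPKM, so a filter at 1 FPKM leaves it untested. Among other interferon-induced genes, the log2 fold change was -1.58 for Irgm2 (which overlaps Igtp), -1.55 for Rtp4 and -1.53 for Ifit3 (adjusted p = 0.00196, 0.00603 and 0.00536). Lyz2, a lysozyme gene abundant in macrophages, was higher with PAKG MPs, at 16.1 ± 0.866 against 10.3 ± 1.60 FPKM (log2 fold change 0.64, adjusted p = 0.012). 

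**Figure D3:**
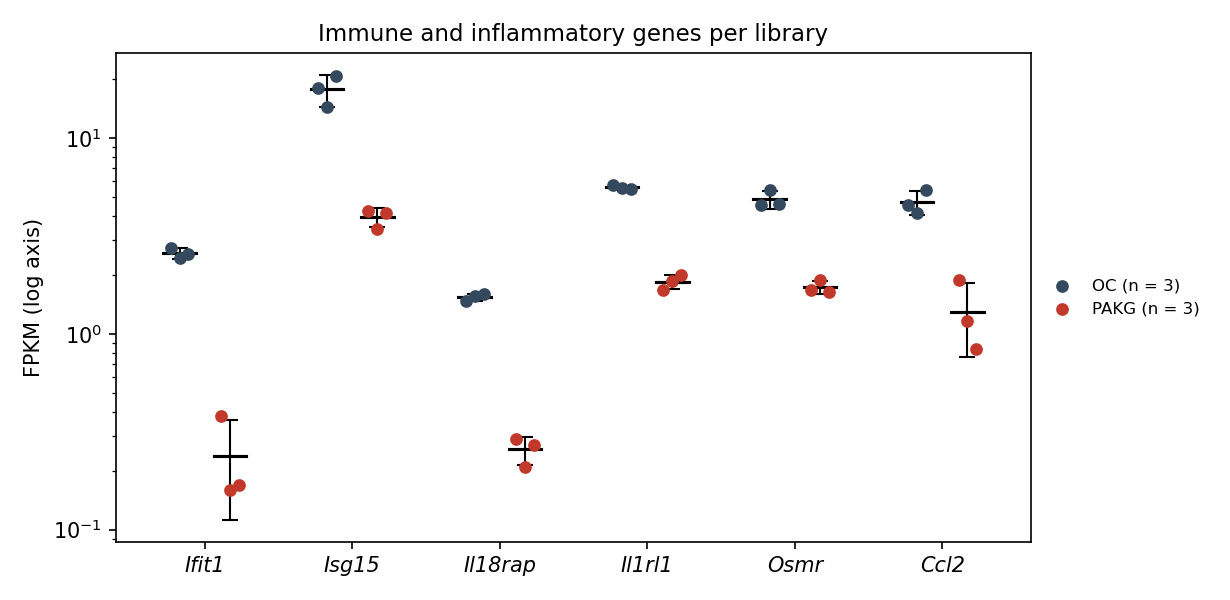
FPKM on a log axis of Ifit1, Isg15, Il18rap, Il1rl1, Osmr and Ccl2 in the 3 OC (dark) and 3 PAKG (red) libraries. Points are libraries, horizontal bars are means and error bars are SD (n = 3). The OC mean of Isg15 is 17.7 FPKM and the PAKG mean 3.93.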

Consistent with our earlier differentiation data, the osteogenic differentiation markers, e.g., Bglap and Alpl were also significantly enhanced in the PAKG group (Figure 4C).

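Bglap, which encodes osteocalcin, showed the largest rise of the named genes, and Alpl, which encodes tissue-nonspecific alkaline phosphatase, also rose. Bglap (ENSMUSG00000074483, chromosome 3, 88383501 to 88384464) rose from 0.853 ± 0.176 FPKM in OC to 19.4 ± 1.63 in PAKG (SD, n = 3), a log2 fold change of 4.36 (standard error 0.14, limma adjusted p = 1.89e-05). Its neighbour Bglap2 (ENSMUSG00000074486, chromosome 3, 88377736 to 88378699) rose from 1.76 ± 0.422 to 28.4 ± 2.83 FPKM (log2 fold change 3.96, standard error 0.17, adjusted p = 4.26e-05); the copies are nearly identical, so the division of reads between them is uncertain. Alpl (ENSMUSG00000028766, chromosome 4, 137741733 to 137796384) rose from 2.23 ± 0.140 to 6.99 ± 0.664 FPKM (log2 fold change 1.61, standard error 0.10, adjusted p = 0.000223). Phospho1, a phosphatase of matrix vesicles (ENSMUSG00000050860, chromosome 11, 95824499 to 95832140), rose from 5.39 ± 0.188 to 34.9 ± 3.50 FPKM (log2 fold change 2.67, standard error 0.09, adjusted p = 1.89e-05). Sp7, the transcription factor osterix (ENSMUSG00000060284, chromosome 15, 102356606 to 102367182), rose from 34.1 ± 1.05 to 87.2 ± 3.41 FPKM (log2 fold change 1.35, standard error 0.07, adjusted p = 7.83e-05). Runx2, which acts before Sp7 in osteoblast differentiation, rose from 15.6 ± 1.10 to 27.1 ± 1.94 FPKM, under the fold threshold (log2 fold change 0.79, standard error 0.08, adjusted p = 0.00122). Ibsp, bone sialoprotein, rose from 89.9 ± 3.03 to 126 ± 3.78 FPKM, also under that threshold (log2 fold change 0.49, standard error 0.07, adjusted p = 0.00313). 

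**Figure D4:**
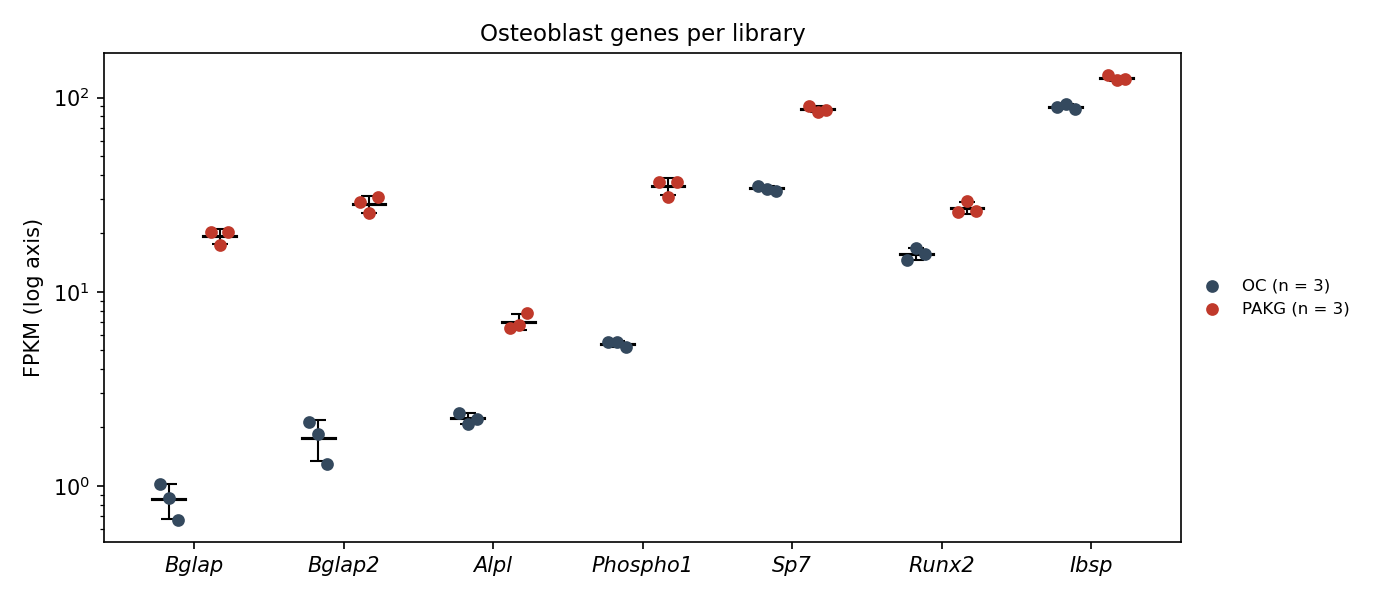
FPKM on a log axis of Bglap, Bglap2, Alpl, Phospho1, Sp7, Runx2 and Ibsp in the 3 OC (dark) and 3 PAKG (red) libraries. Points are libraries, horizontal bars are means and error bars are SD (n = 3). The PAKG mean of Alpl is 6.99 FPKM and the OC mean 2.23.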

**Figure 4:**
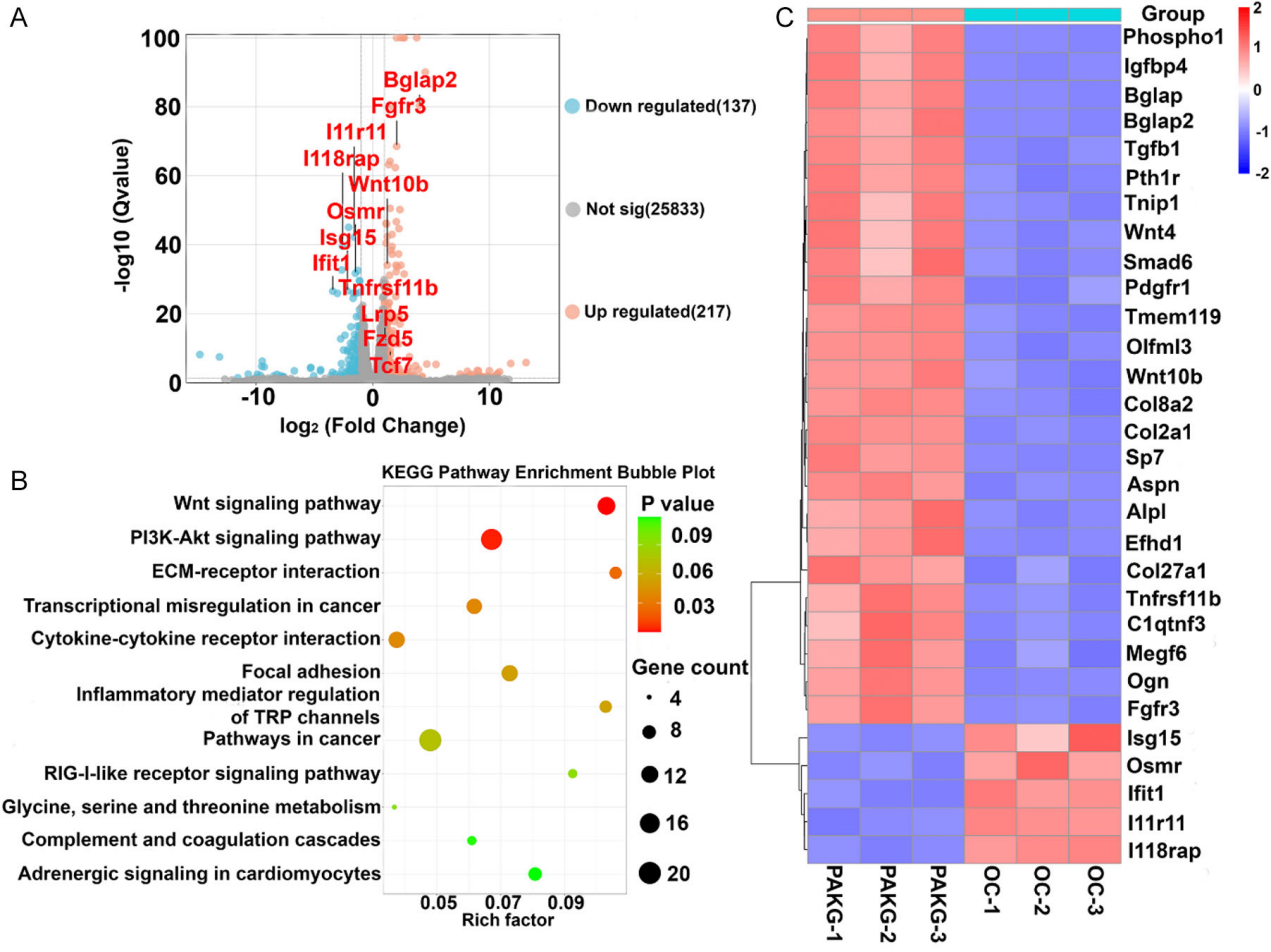
RNA‐Seq analysis of pre‐osteoblasts treated by PAKG–8diol–PEG(S) MPs (PAKG). A) Volcano plot, B) KEEG pathway enrichment bubble plot, C) heatmap of differentially expressed genes. OC: no treatment and cultured in OC medium. PAKG: PAKG MPs‐treated group also cultured in OC medium. *n* = 3.

### 2.5 Osteoblastic Cells Internalization of PAKG MPs Mainly through Phagocytosis

Our data indicate that PLLA and PLGA MPs were scarcely internalized by osteoblastic cells while PAKG MPs (both PAKG–8diol and PAKG–8diol–PEG) with similar size could be easily phagocytosed (**Figure** **5**A). Cytochalasin D (CCD) is a phagocytosis inhibitor and Pitstop 2 is a clathrin‐independent endocytosis inhibitor, which were used to determine the mechanism of PAKG MP uptake by osteoblastic cells. As shown in Figure 5B,C, the data demonstrated that CCD could significantly inhibit the internalization of PAKG MPs by MC3T3‐E1 cells while Pitstop 2 had limited impact (Figure 5B,C). PAKG MPs improved ALP activity of MC3T3‐E1 cells were consistently reduced by CCD treatment (Figure 5D) suggesting that MC3T3‐E1 cells take PAKG MPs mainly through phagocytosis instead of receptor‐mediated endocytosis.

**Figure 5:**
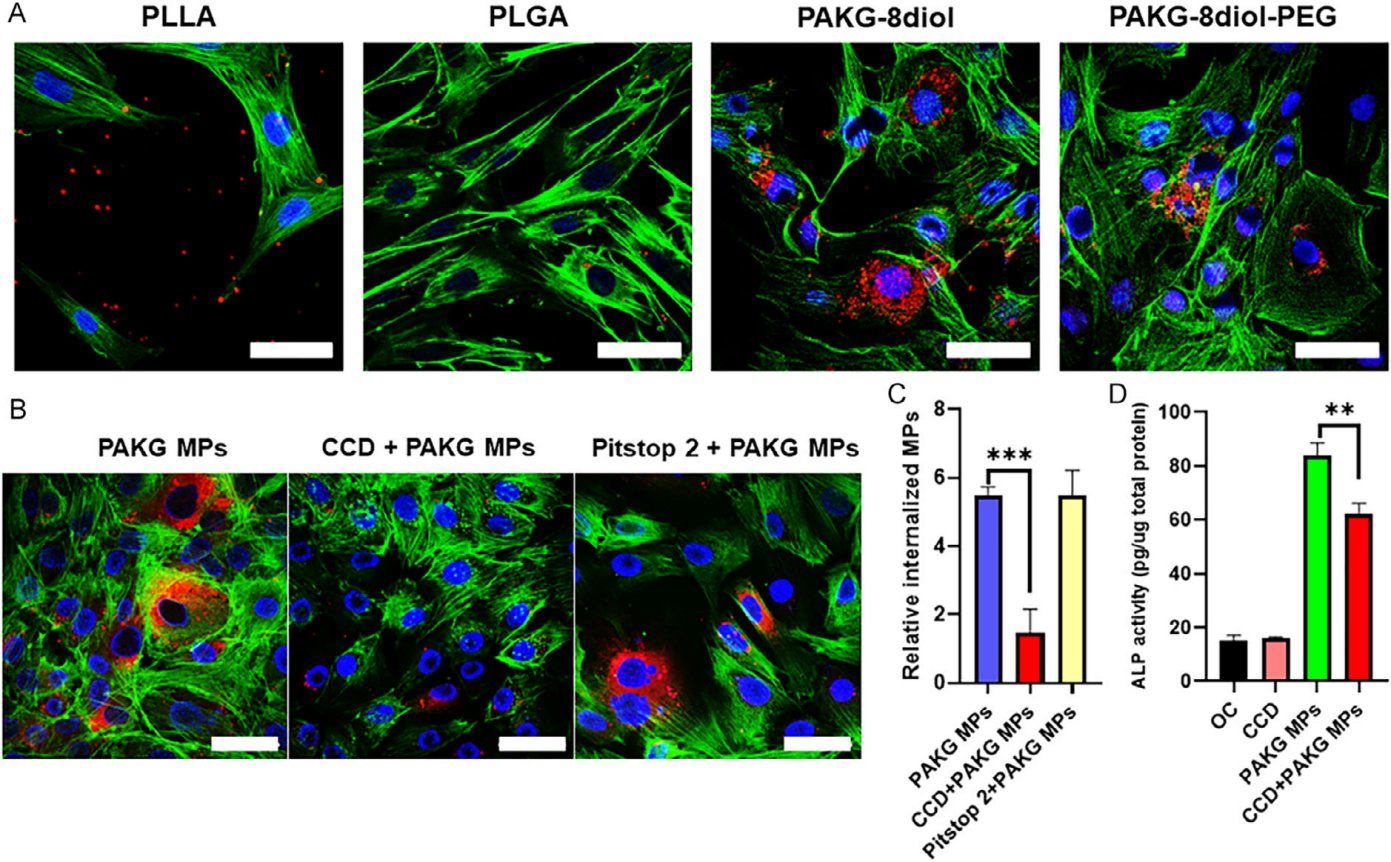
Osteoblast cell internalization of PAKG MPs through phagocytosis. A) Confocal microscopy images of 4',6‐diamidino‐2‐phenylindole (DAPI) (blue)‐ and phalloidin (green)‐stained MC3T3‐E1 cultured with different MPs. B) Confocal images of MC3T3‐E1 cultured with PAKG MPs, and PAKG MPs in the presence of cytochalasin D (CCD, a phagocytosis inhibitor, 50 nM) or Pitstop 2 (a clathrin‐independent endocytosis inhibitor, 30 μM). C) Quantitation of relative internalized MPs when treated with CCD or Pitstop 2. D) ALP activity of MC3T3‐E1 with CCD (50 nM), PAKG MPs, and PAKG MPs with CCD (50 nM). Scale bars = 50 μm. Data are expressed as mean ± SD (n = 3, **p < 0.01, ***p < 0.001).

### 2.6 PAKG Enables PLGA MPs for Intracellular Drug Delivery

U.S. food and drug administration (FDA‐proved polymers, PLLA and PLGA, are biocompatible and biodegradable and have been widely used in drug delivery for both clinical and basic research.^[^ ^35^, ^36^, ^37^, ^38^, ^39^, ^40^, ^41^ ^]^ Our data demonstrated that PLLA or PLGA MPs alone had little uptake by non‐phagocytotic cells, e.g., osteoblasts and MSCs (Figure 5A). This lack of uptake could significantly limit their applications where intracellular drug delivery is desired. For example, small‐molecule drug, phenamil, can promote strong osteogenic differentiation by activating intracellular BMP signaling which can be facilitated by the drug carriers (e.g., MPs) with efficient internalization ability by the targeting cells (e.g., osteoblasts or stem cells). Interestingly, blending with 1% of PAKG enabled the PLGA MPs efficient phagocytosis of the PLGA–PAKG MPs (Figure S8, Supporting Information). A series of PLGA–PAKG MPs with different PAKG ratios (10, 30, 50%) were fabricated to test their effect on osteoblastic differentiation of MC3T3‐E1 cells. Interestingly, as shown in Figure S9B, Supporting Information, ALP activities of MC3T3‐E increased with the higher ratio of PAKG in the MPs. We selected 10% PAKG in PLGA and phenamil to study the effect of intracellular drug delivery of phenamil on osteoblastic differentiation of MC3T3‐E1 cells. First, we confirmed that the phagocytosis and surface property of the MPs did not change after phenamil loading. The PLGA ± Phe MPs (red) had little uptake by the cells while many PLGA–PAKG ± Phe MPs (red) were found intracellularly (**Figure** **6**A). The zeta potentials of PLGA–Phe and PLGA–PAKG–Phe MPs were close to those of PLGA and PLGA–PAKG MPs, respectively (Figure 6B). The release profile demonstrated phenamil released from PLGA–PAKG–Phe MPs was significantly faster and greater than that from PLGA–Phe MPs (Figure 6C). The subsequent ALP activity result of MC3T3‐E1 indicated that one dose of PLGA–PAKG–Phe MPs (30 μg) treatment group significantly promoted osteoblastic differentiation compared to one‐dose PLGA–Phe MPs and one‐dose or multidose free phenamil treatment groups (Figure 6D). Notably, one dose of PLGA–PAKG–Phe MPs (30 μg) accelerated the mineralization process (less than 2 weeks) compared to other treatments (Figure 6E).

**Figure 6:**
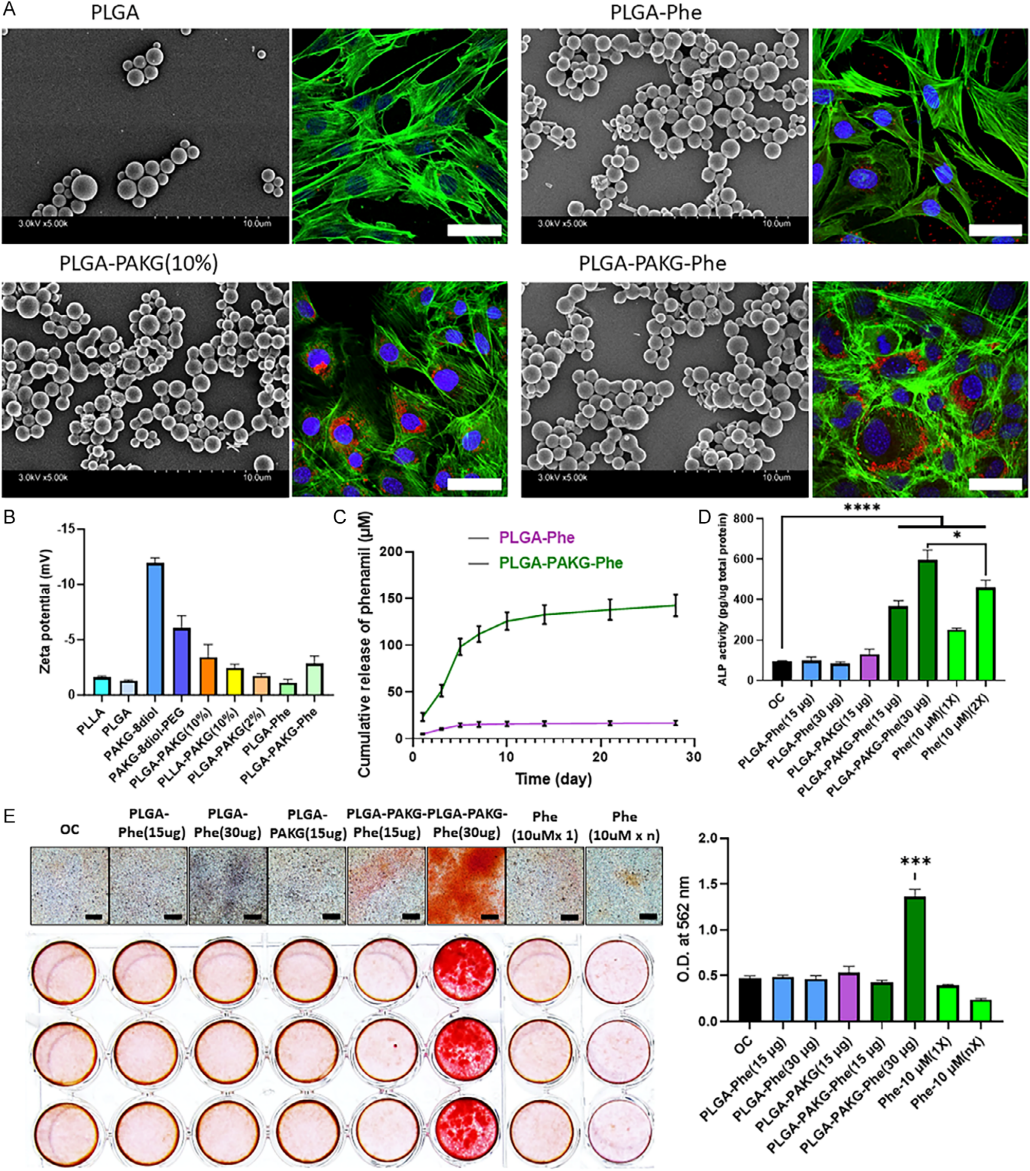
PAKG enables PLGA MPs for intracellular drug delivery. A) SEM images of different MPs (scale bars = 10 μm) and confocal microscopy images of MC3T3‐E1 cultured with MPs for overnight (scale bars = 50 μm). B) Zeta potential of various MPs. C) Release profile of phenamil from PLGA and PLGA–PAKG MPs for 4 weeks. D) ALP activity of MC3T3‐E1 on day 7. E) Alizarin Red S staining (left) and quantification after (right) MC3T3‐E1 cultured with different MPs or Phe treatment in OC medium for 2 weeks (right). Scale bars = 500 μm. Data are expressed as mean ± SD (*n* = 3, *p < 0.05, ***p < 0.001, ****p < 0.0001).

### 2.7 PAKG MPs Promote Mouse Cranial Bone Regeneration

A mouse cranial bone defect model was used to investigate if PAKG MPs can induce bone regeneration in vivo. First, we aimed to test if PAKG MPs can contribute to bone regeneration without exogenous cell transplantation. The micro‐computed tomography (μCT) data demonstrated the novel PAKG(S) MPs (Col–PAKG(S)) alone improved cranial bone regeneration compared to scaffold only (Col) (**Figure** **7**A,B). In addition, a low dose of BMP2 (0.5 μg per scaffold) had marginal bone regenerative capacity compared to the Col group. Excitingly, the combination group (Col–BMP2 + PAKG(S)) had significantly more bone regeneration compared to the Col–BMP2 group (Figure 7A,B). Second, we were interested in studying if the PAKG MPs‐treated BMSCs contributed to the new bone formation in vivo. Therefore, we used the primary mouse BMSCs isolated from the adult inbred male C57 BL6/J mice and treated with either the pro‐osteogenic PAKG(S) MPs, the PLGA–Phe or the PLGA–PAKG–Phe MPs. These BMSCs with different treatments were seeded into collagen scaffolds and then transplanted to the mouse cranial defects. As expected, the BMSCs treated with PAKG(S) MPs (Col–BMSC–PAKG(S)) had significantly more bone formation compared to the BMSCs without MPs (Col–BMSC). Surprisingly, neither the PLGA–Phe nor PLGA–PAKG–Phe could significantly improve bone formation compared to the Col–BMSC group. Moreover, BMSCs did not show any improvement for new bone formation compared to the collagen scaffold only group (Col) (Figure 7A,B). Hematoxylin and eosin (H&E) staining indicated obvious bone formation in the center of the defects from all the Col–PAKG(S), Col–BMP2, and Col–BMP2 + PAKG(S) groups while the bone formation was limited to the edge of the defects for the collagen scaffold only group (Figure 7C). Consistent with the μCT data, the histologic staining indicated that only the Col–BMSC–PAKG(S) group had bone formation in the center of the defects while other groups with BMSCs had very limited bone formation (Figure S11, Supporting Information).

**Figure 7:**
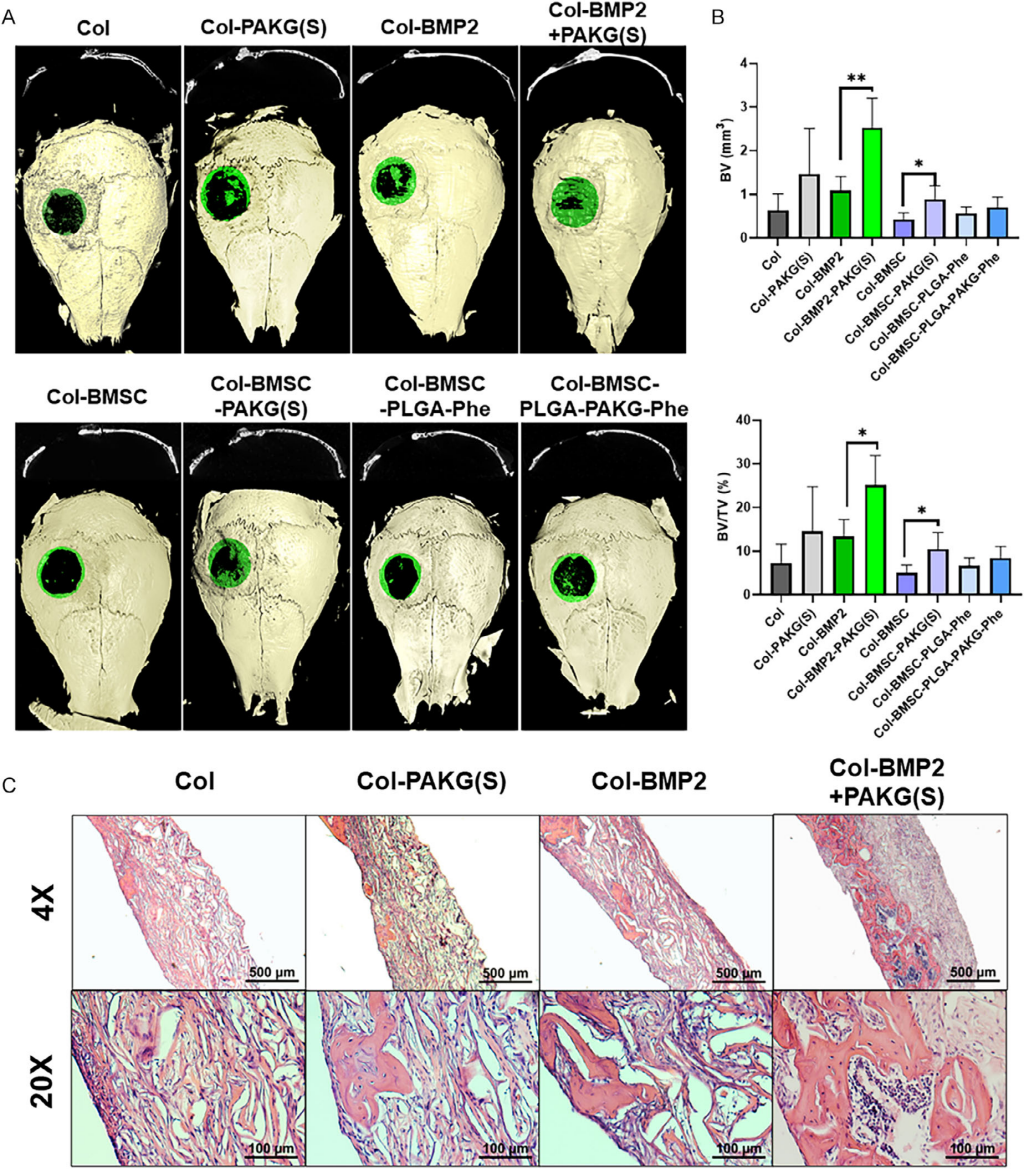
PAKG MPs promote mouse cranial bone regeneration. A) μCT top‐view and cross‐section image of mouse cranial defects after 6 weeks post‐implantation. Newly generated bone marked in green color. B) Quantification measurement of total new bone volume (BV) and the ratio of bone volume versus total volume in defected area (BV/TV) in different treatment groups. All the results were expressed as means ± SD (*n* = 3–5, *p < 0.05, **p < 0.01). C) Representative H&E‐stained tissue sections acquired from the mouse cranial defects after 6 weeks post‐implantation (scale bars = 500 μm in the upper panel and 100 μm in the lower panel).

## 3 Discussion

AKG is an intriguing antiaging metabolite; however, AKGs therapeutic potential for bone tissue engineering is unknown. Our PAKG–8diol and PAKG–8diol–PEG are the first AKG‐based biodegradable polymers with robust pro‐osteogenic abilities. Selection of diol and variation of PEG ratio may contribute to the biocompatibility and degradation rate.^[^ ^42^, ^43^ ^]^ Furthermore, smaller MPs have a larger surface area to weight ratio, leading to a higher degradation rate and faster AKG release.^[^ ^44^ ^]^ The cellular interaction with MPs may also change due to size differences. Therefore, both chemical and physical features of the AKG‐based polymeric MPs can be tailored for tissue regeneration and drug delivery.

Our innovative PAKG MPs are more effective at promoting both pre‐osteoblasts and primary BMSCs osteogenic differentiation and mineralization compared to the soluble AKG or DMAKG. This can be explained by the sustained release of bioactive AKG from the solid MPs for the targeted cells which is known crucial for drug efficacy.^[^ ^45^ ^]^ To better understand the pro‐osteogenic capability of the PAKG MPs, comprehensive RNA‐Seq analysis using the pre‐osteoblast cell line MC3T3‐E1 instead of heterologous primary cells, e.g., BMSCs to have better comparable information. 

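Most genes of osteoblasts and their matrix named here rose along with Alpl and Bglap in MC3T3-E1 cells treated with PAKG MPs, while Spp1 and Vdr fell. Spp1, which encodes osteopontin, fell from 272 to 192 FPKM (log2 fold change -0.50, limma adjusted p = 0.0186), and Vdr, the vitamin D receptor, had a log2 fold change of -0.45 (0.0354), both under the fold threshold and both named after their values were seen. Panx3, a channel protein of differentiating osteoblasts (ENSMUSG00000011118, chromosome 9, 37659902 to 37669235), rose from 8.75 ± 0.962 FPKM in OC to 53.5 ± 1.56 in PAKG (SD, n = 3; log2 fold change 2.60, standard error 0.09, limma adjusted p = 1.89e-05). Smpd3, a sphingomyelinase needed for bone mineralization (ENSMUSG00000031906, chromosome 8, 106252548 to 106337988), rose from 6.37 ± 0.712 to 25.9 ± 4.50 FPKM (log2 fold change 2.00, standard error 0.14, adjusted p = 0.000286). Omd, the bone proteoglycan osteomodulin (ENSMUSG00000048368, chromosome 13, 49582462 to 49592822), rose from 16.3 ± 0.907 to 52.1 ± 0.791 FPKM (log2 fold change 1.68, standard error 0.07, adjusted p = 3.71e-05). Tmem119, a membrane protein that promotes osteoblast differentiation, rose from 36.0 ± 2.55 to 100.3 ± 2.11 FPKM (log2 fold change 1.48, standard error 0.07, adjusted p = 8.32e-05). Pth1r, the parathyroid hormone receptor, rose from 56.8 ± 4.32 to 134 ± 6.65 FPKM (log2 fold change 1.24, standard error 0.08, adjusted p = 0.000278). Creb3l1, a transcription factor for collagen genes in osteoblasts, had a log2 fold change of 1.14 (adjusted p = 0.000162), Pdgfrl 1.14 (0.000543) and Megf6 1.18 (0.000804). Of the 36 genes that the paper names in its text or heat map, 27 were differentially expressed, and all 36 had an adjusted p under 0.05 from limma.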

The highly elevated osteogenic marker genes, e.g., *Alpl* (ALP) and *Bglap* (OCN) from the RNA‐Seq confirmed the pro‐osteogenic capability of PAKG MPs. Importantly, the KEGG pathway enrichment data suggests that Wnt signaling pathway is the most likely target among other pathways since several key players of Wnt pathway were significantly upregulated, e.g., *Wnt4*, *Wnt10b*, *Lrp5*, *Fzd5*, and *Tcf7*. This is not surprising because Wnt signaling pathway is well‐known for its essential anabolic roles in osteogenesis and bone regeneration.^[^ ^46^, ^47^ ^]^ Among the upregulated genes, *Wnt4* is particularly very interesting because it is produced from osteoblast and can prevent bone loss and inflammation by inhibiting nuclear factor kappa‐light‐chain‐enhancer of activated B cells (NF‐κB) in aging mice.^[^ ^48^ ^]^ This is also consistent with other immune/inflammation‐related genes, which were downregulated as our data indicated. Therefore, the osteogenic activity mediated by PAKG MPs is likely to be coupled with its anti‐inflammatory property to further promote bone regeneration. Furthermore, our data identified another top target is PI3K–Akt pathway by PAKG MPs. It is interesting to note that PI3K/AKT pathway can promote bone regeneration through its cross talk with Wnt/β‐catenin pathway.^[^ ^49^ ^]^ Wnt signaling is known to promote bone anabolism by increasing glutamine catabolism through producing AKG from the TCA cycle to activate mammalian target of rapamycin complex 1 (mTORC1) in a in a PI3K–Akt‐dependent manner.^[^ ^23^ ^]^ However, it has not been shown if increased exogenous AKG could reversely improve Wnt and PI3K/AKT signaling. 

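Among inhibitors of Wnt signaling, Wif1 rose with PAKG MPs and Notum fell, a call that several alternatives lost, and camera called β-catenin target genes higher as a group (adjusted p = 0.00514), but not with an estimated correlation (adjusted p = 0.261). Wif1, a secreted protein that binds Wnt ligands (ENSMUSG00000020218, chromosome 10, 121033960 to 121100650), rose from 1.50 ± 0.175 to 5.90 ± 0.330 FPKM (SD, n = 3; log2 fold change 1.91, standard error 0.11, limma adjusted p = 0.000167). Notum, an enzyme that inactivates Wnt ligands (ENSMUSG00000042988, chromosome 11, 120653788 to 120661175), fell from 0.810 ± 0.0400 to 0.337 ± 0.0643 FPKM (log2 fold change -1.07, standard error 0.21, adjusted p = 0.0138). It no longer passed without PAKG replicate 3 (adjusted p = 0.058), OC replicate 1 (0.0501) or OC replicate 3 (0.0701), or with a pseudocount of 1 (log2 fold change -0.44), and a filter at 1 FPKM leaves it untested. Of 20 Wnt inhibitors, 1 was higher and 1 lower (the same counts when adjusted over the list alone, 3 higher and 1 lower at an adjusted p under 0.05 alone, and 6 and 1 at an unadjusted p under 0.05; Notum is the lower 1 each time), with a median log2 fold change of 0.04 and no call by camera (adjusted p = 0.0839). Of 23 β-catenin target genes, 3 were higher and 1 was lower (the same counts when adjusted over the list alone, and 8 higher and 4 lower at an adjusted p under 0.05 alone), with a median of 0.27. Without the members that the paper names, the median was also 0.27 over 21 genes and the camera adjusted p was 0.0544, so the size stayed and the call was narrowly missed. Among the targets, Tnfrsf11b, which encodes the osteoclast inhibitor osteoprotegerin (ENSMUSG00000063727, chromosome 15, 54250619 to 54278484), rose from 15.5 ± 0.924 to 33.6 ± 2.55 FPKM (log2 fold change 1.11, adjusted p = 0.00037). Bambi, a decoy receptor that dampens TGF-β signaling, rose from 0.670 ± 0.104 to 1.76 ± 0.116 FPKM (log2 fold change 1.28, adjusted p = 0.00182), and had a log2 fold change of 0.72 with a pseudocount of 1. The target that fell past both thresholds was Notum, which is also in the inhibitor list. At limma's adjusted p under 0.05 alone, Gja1, Cd44 and Ccnd1 were lower too (log2 fold changes -0.61, -0.50 and -0.28), against 8 members higher. Axin2, in both lists, was not called (log2 fold change -0.27, adjusted p = 0.264). From the KEGG enrichment and the higher expression of Wnt4, Wnt10b, Lrp5, Fzd5 and Tcf7, the paper proposes Wnt signaling as the most likely target of PAKG MPs.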

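Genes of inflammatory cytokines, receptors and NF-κB targets moved in both directions with PAKG MPs, and those past both thresholds were all lower. Of 34 such genes, none was higher and 6 were lower (6 when adjusted over the list alone); at an adjusted p under 0.05 alone 3 were higher and 12 lower, and at an unadjusted p under 0.05 from limma 7 were higher and 15 lower. The median log2 fold change was -0.13 and camera made no call (adjusted p = 0.0946, and 0.289 over the 30 genes that the paper does not name). The call was made by limma's fry (adjusted p = 0.0022), which does not compare a list with other genes, and by camera without OC replicate 3 (0.0444). Ccl2, a chemokine that attracts monocytes (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453), fell from 4.70 ± 0.656 to 1.29 ± 0.533 FPKM (SD, n = 3; log2 fold change -1.84, standard error 0.26, limma adjusted p = 0.0036). Tnip1, which restrains NF-κB signaling (ENSMUSG00000020400, chromosome 11, 54910785 to 54962917), rose from 8.11 ± 0.296 to 15.7 ± 1.32 FPKM, under the fold threshold (log2 fold change 0.94, standard error 0.08, adjusted p = 0.000657).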

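In the PI3K–Akt lists other than that of matrix proteins, a few genes changed in either direction and neither list was called as a group. Ccnd2, which encodes cyclin D2 (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193), fell from 61.5 ± 5.09 to 28.2 ± 4.48 FPKM (SD, n = 3; log2 fold change -1.13, standard error 0.12, limma adjusted p = 0.00126). Creb3l3, a membrane-bound transcription factor (ENSMUSG00000035041, chromosome 10, 81084324 to 81098874), rose from 0.333 ± 0.0503 to 0.947 ± 0.0513 FPKM (log2 fold change 1.28, adjusted p = 0.00518; 0.55 with a pseudocount of 1, and untested with a filter at 1 FPKM). Of 67 core kinases and effectors, 2 were higher and 1 was lower (the same counts when adjusted over the list alone, and 3 higher and 8 lower at an adjusted p under 0.05 alone), with a median of -0.07 (camera adjusted p = 0.221). Of 46 growth factors and receptors, 3 were higher and 2 were lower (the same counts when adjusted over the list alone, and 11 higher and 8 lower at an adjusted p under 0.05 alone), with a median of 0.05 (camera adjusted p = 0.0857). The growth factor list was called by camera without OC replicate 2 (adjusted p = 0.0313) and by fry (0.0304). Gadd45a, a FOXO target induced by growth arrest (ENSMUSG00000036390, chromosome 6, 67035096 to 67037457), rose from 1.94 ± 0.501 to 7.43 ± 1.13 FPKM (log2 fold change 1.90, standard error 0.19, adjusted p = 0.00103). Of 18 genes induced by FOXO factors, which Akt restrains, Gadd45a was the 1 member past both thresholds (1 when adjusted over the list alone), with 5 higher and 2 lower at an adjusted p under 0.05 alone and a list median of 0.10. Fry called the list (adjusted p = 0.0258). Camera gave an adjusted p of 0.07, and 0.0253 without PAKG replicate 1, 0.0453 without OC replicate 2 and 0.0444 without OC replicate 3.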

Glutamine‐metabolism‐derived AKG is reported to support amino acid biosynthesis, proliferation, and osteogenic differentiation in skeletal stem cells while inhibiting their adipogenic differentiation.^[^ ^21^ ^]^ Therefore, our data suggest that PAKG MPs produced exogenous AKG which, in‐turn, promoted osteogenic differentiation through activating Wnt and PI3K/AKT signaling.

In addition to the pro‐osteogenic ability on osteoblasts, it has been reported that AKG and DMAKG can significantly modulate inflammation in macrophages.^[^ ^27^, ^50^, ^51^, ^52^, ^53^ ^]^ Our in vitro study showed that both PAKG–8diol and PAKG–8diol–PEG MPs had limited impact on LPS‐induced inflammatory cytokines production by macrophages while PAKG–10diol MPs significantly and dose‐dependently increased their expression (Figure S7, Supporting Information). In addition, previous reports demonstrate polymer nanoparticles/MPs are potent inflammatory stimulus for macrophages.^[^ ^54^, ^55^ ^]^ Additionally, the cytotoxicity of 1,10‐decanediol is significantly higher than 1,8‐octanediol as we indicated earlier. These factors might contribute to the pro‐inflammatory effect of PAKG–10diol MPs. Although AKG is also released from the gradual degradation of PAKG MPs, the concentration of AKG might be not high enough to mitigate the immense inflammatory response induced by LPS. Moreover, our PAKG MPs demonstrated strong hydrogen peroxide (H_2_O_2_)‐scavenging capacity while neither PLGA nor PLLA MPs had any functions (Figure S10A, Supporting Information). Consistently, the H_2_O_2_‐inhibited osteoblastic differentiation can be significantly rescued by PAKG MPs (Figure S10B,C, Supporting Information) because AKG is a strong antioxidant and protects cells from the detrimental ROS.^[^ ^56^, ^57^ ^]^

One intriguing feature of PAKG MPs is their ability for efficient intracellular drug delivery through phagocytosis. It is known that large particles (>0.5 μm), such as microorganisms, can be phagocytosed by phagocytic cells, i.e., macrophages, neutrophils, and DCs.^[^ ^58^, ^59^, ^60^, ^61^ ^]^ Our data indicated that the majority of PLLA(L) or PLGA(L) MPs stayed away from the cells, suggesting the repulsion between the MPs and the cells. The repulsion could be electrostatic repulsion from the surface charge of the cells and MPs (zeta potential).^[^ ^62^ ^]^ The cell membrane surface charge is usually negative.^[^ ^63^ ^]^ The zeta‐potential results showed that PAKG–8diol(L) and PAKG–8diol–PEG(L) MPs had even stronger negative charge than PLLA (L) and PLGA (G) MPs. Another possible factor is the hydrophilicity of the polymer although PAKG–8diol has similar hydrophilicity with PLLA and PLGA. Therefore, neither surface charge nor hydrophilicity can explain why PAKG MPs can be effectively phagocytosed by osteoblasts. Excitingly, our study indicates that a small portion of PAKG can enable efficient phagocytosis of PLLA or PLGA MPs for intracellular drug delivery. This ability of PAKG has many potential important applications since both PLLA and PLGA have been widely used with established safety profiles and versatile processability.^[^ ^35^, ^36^, ^40^, ^64^, ^65^ ^]^ Phenamil has shown pro‐osteogenic capabilities in recent studies.^[^ ^32^, ^33^, ^66^ ^]^ However, its application has been limited by its poor aqueous solubility^[^ ^31^ ^]^ and low bioavailability.^[^ ^32^, ^67^, ^68^ ^]^ In other words, lower concentration of phenamil has limited pro‐osteogenic capability and higher concentration causes cell death due to the high toxicity. Our results reveal that PLGA–PAKG‐MPs‐mediated intracellular delivery of phenamil significantly promoted osteoblastic differentiation and accelerated matrix mineralization, compared to PLGA‐MPs‐mediated extracellular delivery of phenamil or free phenamil. As shown in the release profile, blending 10% of a more hydrophilic PAKG in PLGA significantly accelerates degradation and thus increases the release rate of phenamil. Consequently, the phenamil is released intracellularly by PLGA–PAKG MPs in a relatively high concentration and in a sustainable way for over 10 days. In contrast, PLGA‐MPs‐mediated extracellular delivery of phenamil is too low to stimulate osteoblastic differentiation. Free phenamil at its optimal dose (10 μM from our previous studies) in the culture medium is refreshed when changing culture medium. Therefore, PLGA–PAKG–Phe group has the highest ALP activity and fastest matrix mineralization.

As expected, our in vivo data indicated that PAKG MPs significantly improved cranial bone regeneration especially when they combined with the low‐dose BMP2. The PAKG MPs alone group showed the trend to improve bone formation although there was no statistical difference compared to control group. This could be the relative low sample number (*n* = 3) due to the unexpected sample loss. Unexpectedly, transplanted BMSCs did not improve the overall bone formation compared to the groups without cells. Similarly, we did not see the improvement by the phenamil‐loaded PLGA or PLGA–PAKG MPs as in vitro studies. We used the primary BMSCs from the inbred C57BL/6J mice for our in vivo implantation studies because they were considered as autologous cells with same gene background. However, some studies reported that autologous BMSCs did not generate bone in C57BL/6 mice because the recipient T‐cells‐mediated strong inflammatory response by producing interferon gamma, tumor necrosis factor alpha, or transforming growth factor beta.^[^ ^69^, ^70^ ^]^ This might possibly explain why all the BMSCs‐transplanted group did not contribute to improved bone formation. We may use nude mice (without T cells) to study cells/PAKG‐MPs‐mediated bone regeneration in the future although our current data already confirmed PAKG MPs's strong pro‐osteogenic ability both in vitro and in vivo.

## 4 Conclusion

In summary, the novel PAKG MPs composed of AKG, diol, and PEG (PAKG–8diol–PEG) that can sustain the release of AKG upon degradation were synthesized. Our in vitro data suggests both the chemical components of the copolymers, i.e., carbon chain length of the diol and hydrophilicity, and the size of the MPs can significantly affect their cytotoxicity and pro‐osteogenic activity. Our RNA‐Seq data suggest that PAKG MPs produced exogenous AKG promotes osteogenic differentiation through mainly activating Wnt and PI3K/AKT signaling. PAKG MPs were internalized by osteoblasts mainly through phagocytosis, while PLLA or PLGA MPs with similar size could be barely internalized. Blending small ratio of PAKG with PLGA (PLGA–PAKG) could enable efficient phagocytosis for efficient intracellular delivery of drugs. PLGA–PAKG‐MPs‐mediated intracellular delivery of a model drug, phenamil, significantly promoted osteoblastic differentiation, and accelerated mineralization, compared to PLGA‐MPs‐mediated extracellular delivery of phenamil or free phenamil. Consistent with the in vitro data, our in vivo data confirmed that PAKG MPs significantly improved the large bone regeneration in a mouse cranial bone defect model. Thus, the novel PAKG‐based MPs showed great promise to improve osteogenic differentiation and bone regeneration and enable efficient intracellular drug delivery through phagocytosis for broad regenerative medicine.

## 5 Experimental Section

5.1

5.1.1

##### Materials

α‐AKG, 1,10‐decanediol, 1,8‐octanediol, poly (ethylene glycol) (6000) were purchased from Sigma (St. Louis MO, USA). Phenamil was purchased from Cayman Chemical (Ann Arbor MI, USA). Poly(L‐lactide) ester terminated (1.06 dL g^−1^) and 50:50 poly (DL‐lactide*‐co*‐glycolide) (0.39 dL g^−1^) were purchased from DURECT Corporation (Birmingham AL, USA). Other chemical reagents were of analytical grade. The homogenizer was IKA dispenser (T 25 digital ULTRA TURRAX) with an 18G tip. Sonicator was Branson Sonifier 450 with a 1/4″ tip.

##### Synthesis of PAKG–10diol and PAKG–8diol

An amount of 1 g of α‐AKG was mixed with 1.2 g of 1,10‐decanediol or 1 g of 1,8‐octanediol in a round‐bottom flask without solvent. The round‐bottom flask was connected to vacuum and heated to 120 °C in an oil bath. The solid mixture melted upon heating and kept magnetic stirring for 36 h. After reaction, the resulting polymer was dissolved in minimal amount of dichloromethane and precipitated in methanol. The precipitated polymer was collected by centrifuge at 1000 rpm in a conical tube and washed with methanol 3 times to remove unreacted monomers. Finally, the polymers were dried in vacuum desiccator. The polymers were characterized by 1H NMR spectroscopy and the molecular weight was evaluated with gel permeation chromatography.

##### Synthesis of PAKG–10diol–PEG and PAKG–8diol–PEG

An amount of 1 g of α‐AKG and 1 g of PEG (6 K) were mixed with 1.2 g of 1,10‐decanediol or 1 g of 1,8‐octanediol in a round‐bottom flask without solvent. The round‐bottom flask was connected to vacuum and heated to 120 °C in an oil bath. The solid mixture melted upon heating and kept magnetic stirring for 36 h. After reaction, the resulting polymer was dissolved in minimal amount of methanol and precipitated in water. The precipitated polymer was collected by centrifuge at 1000 rpm in a conical tube and washed with water 3 times to remove unreacted monomers. Finally, the polymers were dried in vacuum desiccator. The polymers were characterized with 1H NMR spectroscopy and PEG content in polymers was determined based on 1H NMR spectrum and the molecular weight was evaluated with gel permeation chromatography.

##### Contact Angle Measurement

To evaluate hydrophobicity/hydrophilicity of PAKG–10diol, PAKG–10diol–PEG, PAKG–8diol, and PAKG–8diol–PEG, water contact angle measurement was conducted with contact angle goniometer. In brief, 10 mg of polymer was dissolved in 0.2 mL of dichloromethane. One a glass slide, polymer solution was spread evenly with pipette and let solvent to evaporate. A thin film of polymer formed on the glass slide. Then, a water droplet was injected onto the polymer film and an image of the droplet was captured.

##### Large MPs Fabrication and Characterization

PAKG(L) MPs were fabricated using an oil‐in‐water emulsification and solvent evaporation method. In brief, 50 mg of the PAKG polymers were dissolved in 1 mL of dichloromethane. The polymer solution was added to 10 mL of polyvinyl alcohol (PVA) (2%) in deionized water under homogenization at 10 000 rpm. After 30 s homogenization, the emulsion was poured into 50 mL of PVA (1%) solution and stirred at 300 rpm overnight to ensure complete removal of dichloromethane. The MPs were collected by centrifuge at 1000 g in a conical tube and then washed with deionized water five times to ensure complete removal of PVA. The MPs were finally resuspended in deionized water and the concentrations of MPs were determined by freeze drying a specific volume of suspension and weighing the MPs. The size and morphology of the MPs were analyzed with SEM. Zeta potential of MPs was analyzed with zeta sizer.

##### Small MPs Fabrication and Characterization

PAKG(S) MPs were also fabricated using an oil‐in‐water emulsification and solvent evaporation method. In brief, 50 mg of the PAKG polymers were dissolved in 1 mL of dichloromethane. The polymer solution was added to 10 mL of PVA (2%) solution under probe sonication. After 2 min of sonication, the emulsion was poured into 50 mL of PVA (1%) solution and stirred at 300 rpm overnight to ensure complete removal of dichloromethane. The MPs were collected by ultracentrifuge at 16000 g in a ultracentrifuge tube and then washed with deionized water five times to ensure complete removal of PVA. The MPs were finally resuspended in deionized water and the concentrations of MPs were determined by freeze drying a specific volume of suspension and weighing the MPs. The size and morphology of the MPs were analyzed with SEM.

##### Phenamil‐Encapsulated MPs Fabrication

Phenamil‐encapsulated MPs were fabricated with PLGA (PLGA–Phe) or 90% of PLGA and 10% of PAKG–8diol–PEG (PLGA–PAKG–Phe) using the same method mentioned earlier. In brief, 50 mg of PLGA or 45 mg of PLGA and 5 mg of PAKG–8diol–PEG were dissolved in 1.8 mL of DCM. Then, 5 mg of phenamil in 200 μL of DMSO was added to the polymer solution. The mixture solution was added to 10 mL of PVA (2%) in deionized water under homogenization at 10 000 rpm. After 30 s homogenization, the emulsion was poured into 50 mL of PVA (1%) solution and stirred at 300 rpm overnight to ensure complete removal of dichloromethane. The MPs were collected by centrifuging in a conical tube and then washed with deionized water five times to ensure complete removal of PVA. The MPs were finally resuspended in deionized water and the concentrations of MPs were determined by freeze drying a specific volume of suspension and weighing the MPs.

##### Phenamil Release Study

Phenamil release from PLGA–Phe and PLGA–PAKG–Phe MPs were studied using ultraviolet–visible (UV–vis) spectroscopy. First, a standard curve of phenamil in phosphate‐buffered saline (PBS) buffer was generated by preparation of phenamil in different concentrations (0, 1.25, 2.5, 5. 10, 20 μM). Then, 4 mg of PLGA–Phe and PLGA–PAKG–Phe MPs were measured in a 1.5 mL centrifuge tube, respectively, and added 1 mL of PBS buffer for release test. Each sample was performed in triplicate. At each time point, the sample was centrifuged at 5000 rpm for 10 min and the supernatant was collected for UV–vis spectroscopy test. Then, 1 mL of fresh PBS was added to the sample tube for continuing phenamil release. The release was conducted for a total time of 4 weeks.

##### Antioxidation Property

AKG was reported to be capable of scavenging‐reactive oxygen species. To test the scavenging capability of PAKG–8diol–PEG MPs, we incubated 2 mg of PAKG–8diol–PEG MPs with hydrogen peroxide (100 μM). In comparison, we used 1 mg of AKG (free acid form), Na_2_AKG (disodium salt form) and DMAKG to incubate with hydrogen peroxide. Negative control groups were hydrogen peroxide with addition of PLLA and PLGA MPs. After 30 min of incubation, hydrogen peroxide concentration in each group was measured with hydrogen peroxide detection kit.

##### Cell Culture and Cell Seeding

Mouse‐calvaria‐derived pre‐osteoblasts (MC3T3‐E1, from ATCC), mouse BMSCs isolated from adult male C57BL/6J mice as we previously described,^[^ ^71^ ^]^ human bone marrow mesenchymal stem cells (hMSCs, purchased from Lonza) were used in the in vitro cell experiments. These cells were cultured in growth medium (GM) in 10 cm polystyrene cell‐culture‐treated dish under a humidified atmosphere with 5% CO_2_ at 37 °C. GM was prepared with minimum essential medium α (1X) (Gibco, Waltham, MA), supplemented with 10% fetal bovine serum, 100 μg mL^−1^ streptomycin sulfate, and 100 U mL^−1^ penicillin. For in vitro cell experiments, 10 000 cells (MC3T3‐E1, BMSCs, or hMSCs) in 0.5 mL of GM were seeded in 24 well plate with triplicate in each experimental group. Cells were allowed to attach and proliferate for 2 days before drug/MPs treatment.

##### Cell Viability and Proliferation

Cytotoxicity of 1,8‐octanediol and 1,10‐decanediol on MC3T3‐E1 cells were evaluated using a CellTiter 96 Aqueous One Solution Cell Proliferation Assay (MTS) according to the product instructions (Promega, Madison, WI, USA) on day 1 and 3. Reacted medium was measured at 490 nm using a SpectraMax M2e Microplate Reader (Molecular Devices, San Jose, CA, USA).

##### MPs Treatment of Cells

For each group of cells on 24‐well plate, a certain amount of MPs in a 2 mL centrifuge tube was added 1.5 mL of osteoconductive medium (OC medium). OC medium was prepared with GM supplemented with 50 μg mL^−1^ of L‐ascorbic acid and 2.5 mM of β‐glycerophosphate salt. The MPs suspension was sonicated in bath sonicator for 5 min to minimize MPs aggregation. After which the GM in each well was replaced with the suspension. Culture medium was refreshed with OC medium every 3–4 days without adding additional MPs.

##### Gene Expression and RNA‐Seq Analysis

Quantitative gene expression analysis was conducted following established protocols. In brief, RNA was extracted and purified using the miRNeasy Mini kit (Qiagen) following the manufacturer's protocol. Subsequently, the isolated RNA served as the template for cDNA synthesis, achieved through the iScript cDNA Synthesis Kit (Bio‐Rad). Then, the quantitative polymerase chain reaction (PCR) was executed using iQ SYBR Green Supermix (Bio‐Rad) and evaluated using a Bio‐Rad C1000 Touch PCR thermal cycler. The osteogenic biomarkers, including OCN, ALP, BSP, and RUNX2, were employed for assessing osteoblastic differentiation in MC3T3‐E1, with gene expression analysis conducted after 7 days of culture. Gene primers of OCN, ALP, BSP, and RUNX2 were purchased from Bio‐Rad Laboratory, Inc. while the housekeeping gene primer glyceraldehyde 3‐phosphate dehydrogenase was prepared at the University of Iowa.

For RNA‐Seq study, mouse MC3T3‐E1 cells were treated with PAKG–8diol–PEG(S) MPs (30 μg mL^−1^) for 2 days before cell harvested for total RNAs isolation. The cells without MPs treatment and cultured in the same OC medium were served as control group. Poly(A) RNA‐sequencing library construction and sequencing, transcripts assembly, and different expression analysis were performed by LC Sciences (Houston, TX). R package DESeq2 was used to perform the mRNAs differential expression analysis between the two groups. The mRNAs with the parameter of false discovery rate (specifically *Q*‐value) below 0.05 and absolute fold change ≥2 were considered differentially expressed mRNAs.

##### Confocal Microscopy

MC3T3‐E1 cells were used for confocal microscopy to visualize phagocytosis of MPs. In brief, MC3T3‐E1 cells were seeded on a round glass cover slip with 15 mm in diameter which could fit in the well of 24‐well plate. After cell adhesion, MPs labeled with Rhodamine B were added. After 24 h, cells were fixed with 10% formaldehyde for 1 h and then washed 2–3 times with PBS to remove formaldehyde. A 0.1% Triton X‐100 in PBS was added to the fixed cells for 5 min to increase permeability and washed cells 23 times with PBS. The actin structure was stained with fluorescent phalloidin and nuclear was stained with DAPI. Then, the cells with MPs were visualized with confocal microscopy.

##### Animal Study

Laboratory animals’ care and use were followed by the protocols approved by the office of the Institutional Animal Care and Use Committee (IACUC) of the University of Iowa. The IACUC Administrator, Gwen Waddingham, approved the animal protocol with the number 4 062 153. Inbred C57BL/6J male mice (8–9 weeks, JACKSON LABS) were used to create the large size cranial bone defect model for in vivo bone regeneration study as we previously reported.^[^ ^72^, ^73^ ^]^ Briefly, one 3 mm bone defect was created within the parietal bone using a trephine bur while the underlying dura mater was kept intact. The sterile collagen foam/MPs/cells/BMP2 were directly placed on the cranial defects and the overlying tissue was closed with surgical staples. Staples were removed 7 days after surgery. The porous resorbable collagen foam (ACE Surgical Supply Co., Inc.) was cut into 4 × 4 × 1.5 mm cuboids. These collagen scaffolds were further cross‐linked using N‐(3‐dimethylaminopropyl)‐N’‐ethylcarbodiimide hydrochloride^[^ ^72^ ^]^ for 2 h and functionalized with hydroxyapatite as previously described^[^ ^74^ ^]^ to improve their mechanical properties and osteo‐conductivity, respectively. A total of 40 mice were used in our animal experiments, divided into 8 groups (*n* = 5) and treated as follows: 1) Col group: modified collagen scaffolds were implanted to the defects as the scaffold‐only control group. 2) Col–PAKG(S) group: collagen scaffolds loaded with 60 μg of PAKG(S) MPs were implanted to the mice. 3) Col–BMP2 group: the mice were implanted with collagen scaffolds loaded with 0.5 μg of BMP2 (rhBMP2, Peprotech, Rocky Hill, NJ, USA). 4) Col–BMP2 + PAKG(S) group: the mice were implanted with collagen scaffolds loaded with 0.5 μg of BMP2 and 60 μg of PAKG(S) MPs. 5) Col–BMSC group: the sterile collagen scaffolds were loaded with two million of primary mouse BMSCs (isolated from adult male C57BL/6J mice) and cultured in OC medium for 5 days before transplantation into the mice. 6) Col–BMSC–PAKG(S) group: the collagen scaffolds were loaded with the same number of BMSCs that treated with 30 μg mL^−1^ of PAKG(S) MPs overnight and cultured in OC medium for 5 days before transplantation into the mice. 7) Col–BMSC–PLGA–Phe group: the same number of BMSCs were treated with 60 μg mL^−1^ of PLGA–Phe MPs overnight and seeded on the collagen scaffolds then cultured in OC medium for 5 days before transplantation into the mice. 8) Col–BMSC–PLGA–PAKG–Phe group: same treatment as group (7) except using PLGA–PAKG–Phe MPs instead of PLGA–Phe MPs. The samples with cranial bones were retrieved and fixed for μCT (SkyScan 1272, Bruker) and histological analysis after all the mice were euthanized at 6 weeks after surgery. Some samples were not counted for data analysis because some animals died during or after the surgery or some implants shifted out of the defects. The counted sample number for each group (from 1 to 8 group) was 5, 3, 4, 4, 5, 5, 4, and 4, respectively.

##### Statistical Analysis

All experiments were performed with triplicates in each group, unless otherwise stated. Each experiment was repeated at least once. To determine the statistical significance of the differences between groups, a two‐sided *t‐*test using GraphPad Prism 9 was utilized to analyze the means between the control group and each experimental group. *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001 were used to identify the statistically significance between individual groups.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

**Zhuozhi Wang**: Data curation (lead); Investigation (lead); Validation (lead); Writing—original draft (lead). **Jue Hu**: Investigation (supporting). **Jeffrey S. Marschall**: Writing—review and editing (supporting). **Ling Yang**: Writing—review and editing (supporting). **Erliang Zeng**: Writing—review and editing (supporting). **Shaoping Zhang**: Writing—review and editing (supporting). **Hongli Sun**: Conceptualization (lead); Data curation (supporting); Formal analysis (supporting); Funding acquisition (lead); Investigation (lead); Methodology (supporting); Project administration (lead); Resources (lead); Supervision (lead); Writing—original draft (equal); Writing—review and editing (lead).

## Supporting information

Supplementary Material

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Antiaging Metabolite‐Based Polymeric Microparticles for Intracellular Drug Delivery and Bone Regeneration
**Source:** Small Sci. 2024 Sep 3;4(10):2400201. doi: 10.1002/smsc.202400201
**Supplement:** Supplementary file 1 — Supplementary Material

# Supporting Information

## Anti-aging Metabolite-Based Polymeric Microparticles for Intracellular Drug Delivery and Bone Regeneration

Zhuozhi Wang<sup>a</sup>, Jue Hu<sup>a</sup>, Jeffrey S. Marschall<sup>b</sup>, Ling Yang<sup>c</sup>, Erliang Zeng<sup>a, d</sup>,  
Shaoping Zhang<sup>a, e</sup>, Hongli Sun<sup>a, b, f\*</sup>

of Medicine, Iowa City, IA, USA.

52242, USA.

N409 DSB, 801 Newton Road, The University of Iowa, Iowa City, IA 52242

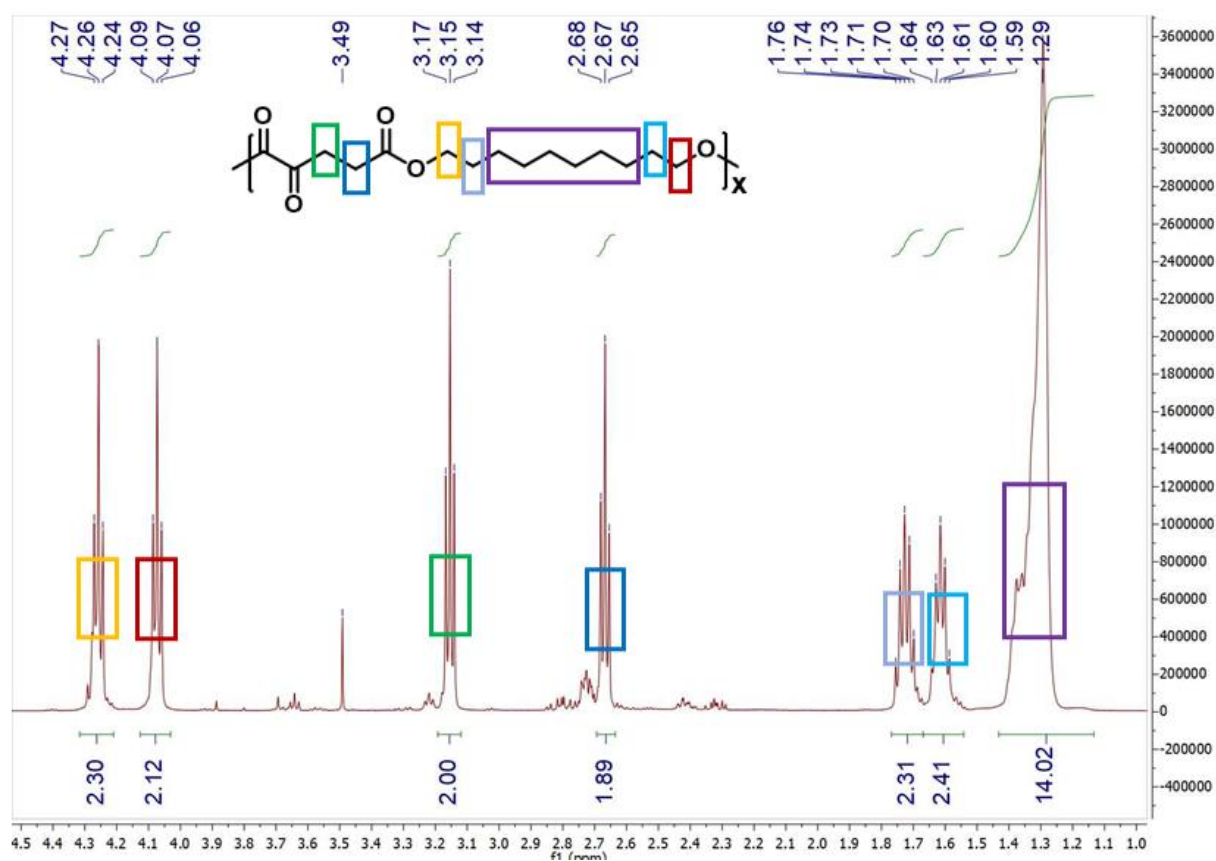

Figure S1.  $^1\text{H}$  NMR spectrum of PAKG-10diol.

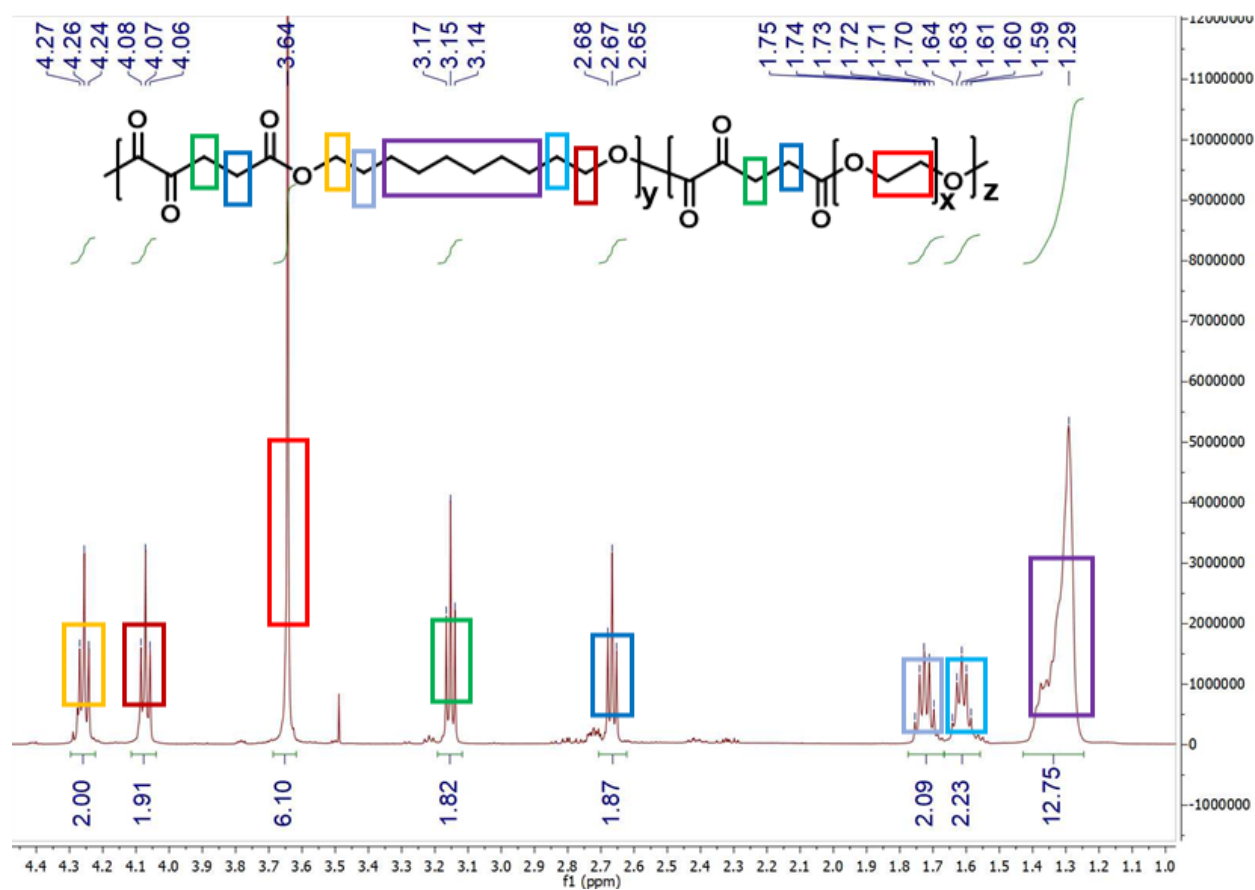

Figure S2.  $^1\text{H}$  NMR spectrum of PAKG-10diol-PEG.

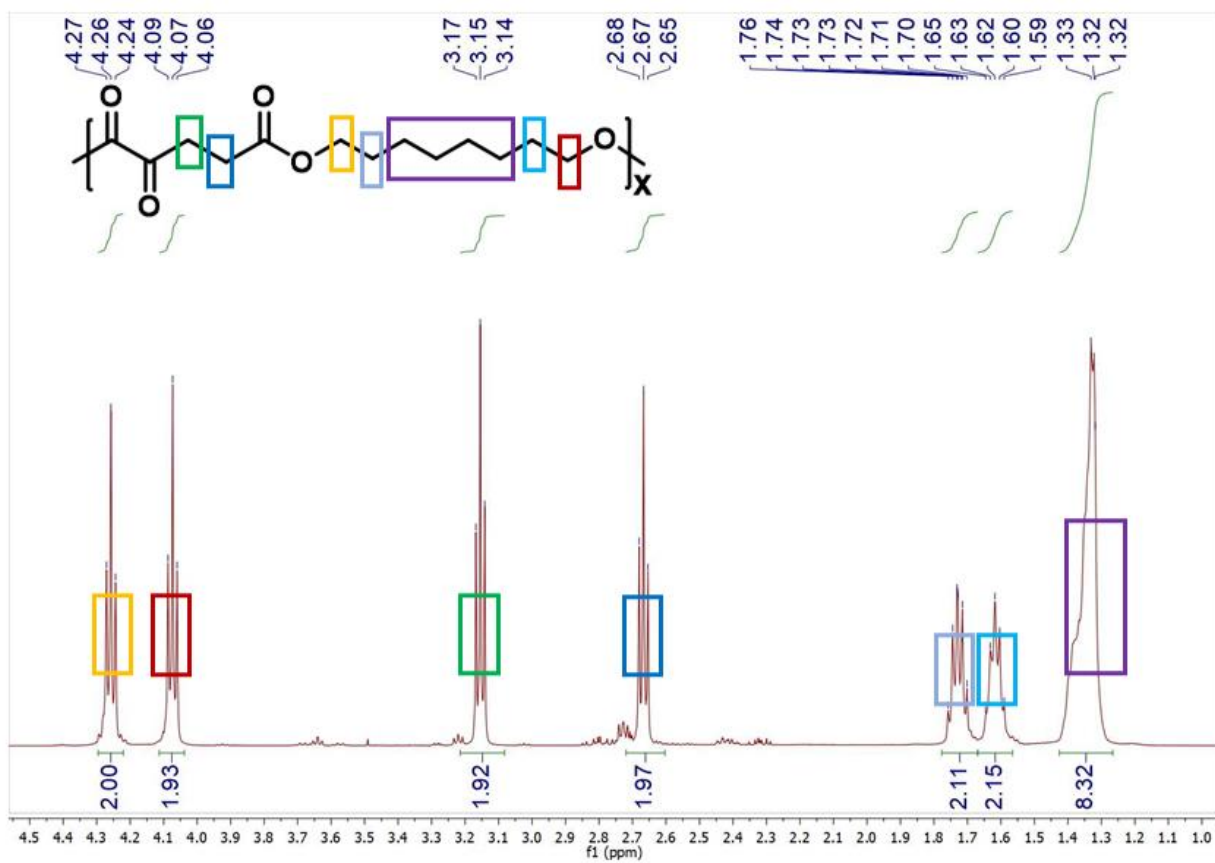

Figure S3. <sup>1</sup>H NMR spectrum of PAKG-8diol.

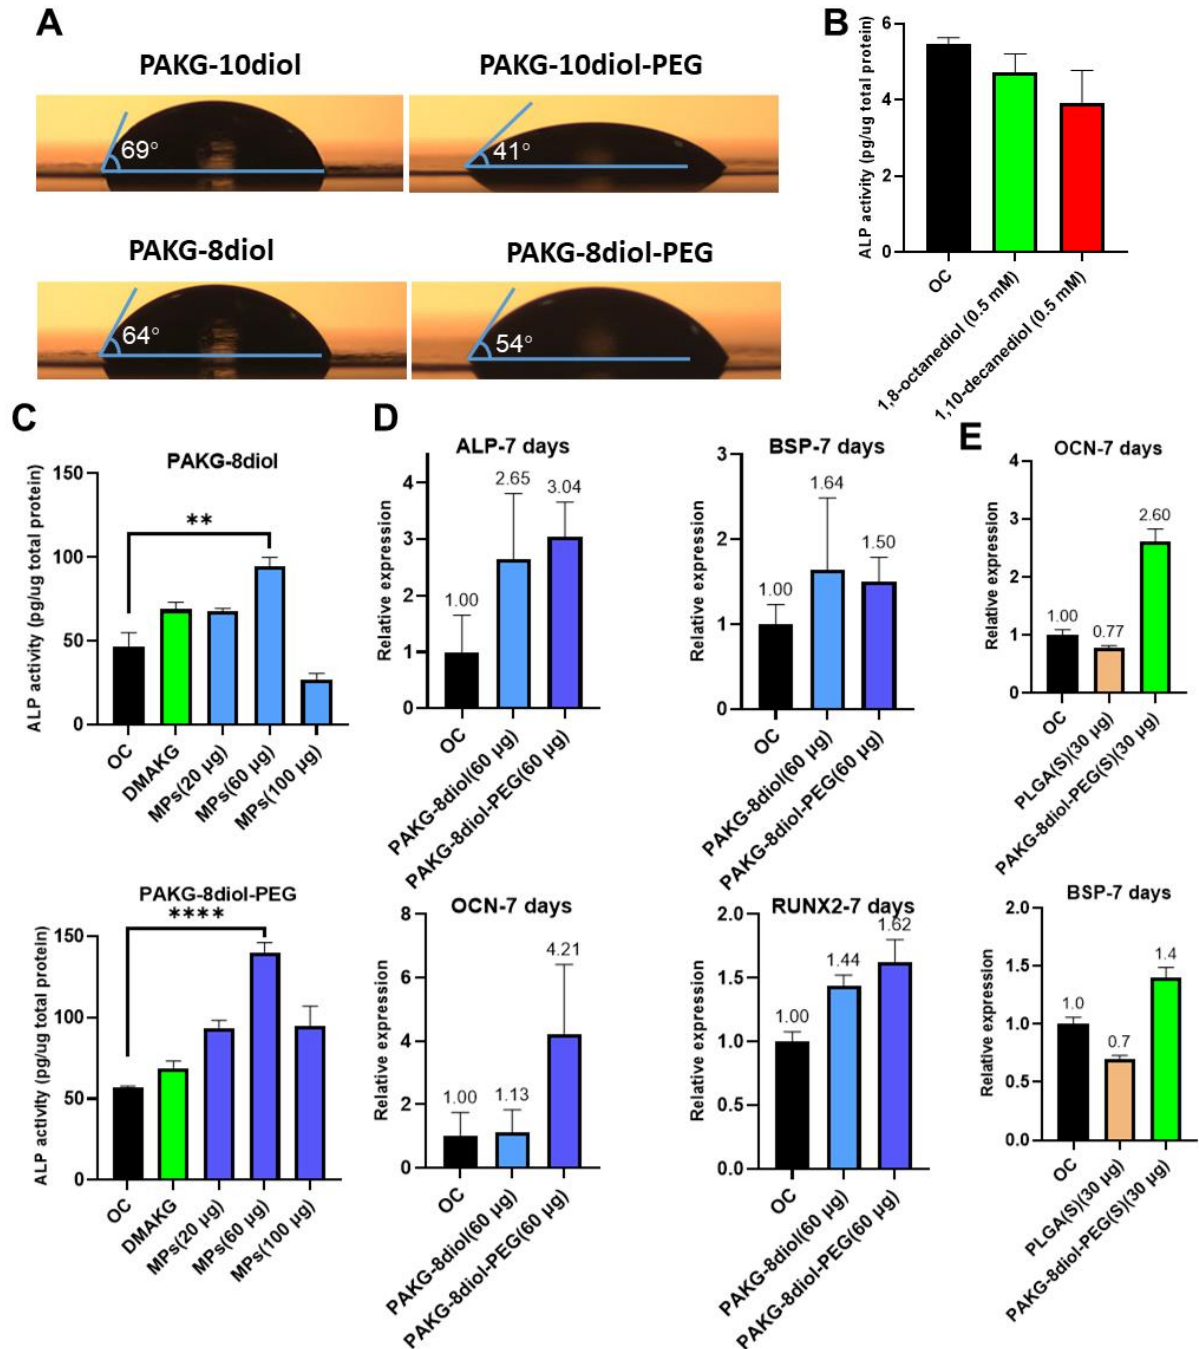

**Figure S4.** (A) Water contact angle on PAKG film. (B) ALP activity of MC3T3-E1 treated with same dose of 1,8-octanediol and 1,10-decanediol. MPs. (C) ALP activity of MC3T3-E1 with different dose of PAKG-8diol and PAKG-8diol-PEG. (D) Osteogenic marker gene expression (ALP, BSP, OCN, RUNX2) of MC3T3-E1 after culture with PAKG-8diol and PAKG-8diol-PEG MPs for 7 days. (E) Osteogenic marker gene expression (BSP, OCN) of MC3T3-E1 after culture with PLGA(S) and PAKG-8diol-PEG(S) MPs for 7 days. Data are expressed as mean  $\pm$  SD ( $n = 3$ , \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ).

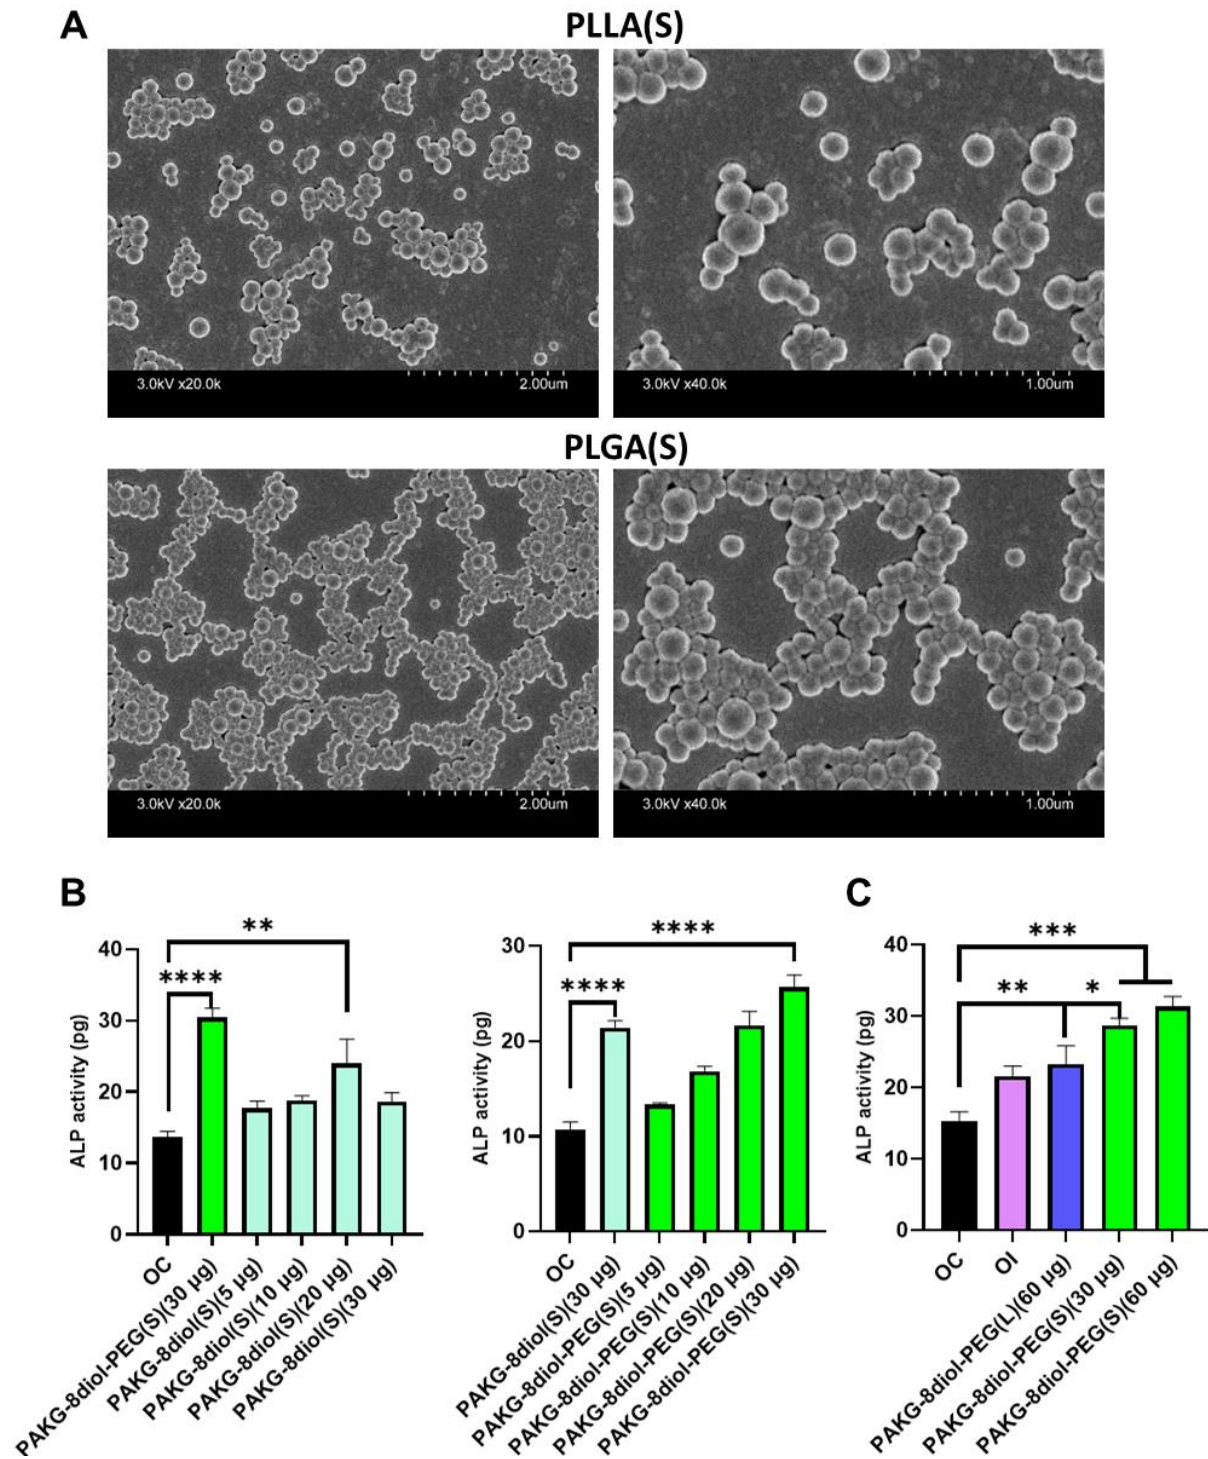

**Figure S5.** (A) SEM images of PLLA(S) and PLGA(S) MPs. (B) ALP activity of MC3T3-E1 with different doses of small PAKG-8diol(S) and PAKG-8diol-PEG(S) MPs for dose optimization. (C) Comparison of large PAKG-8diol-PEG(L) and small PAKG-8diol(S) and PAKG-8diol-PEG(S) MPs by ALP activity. Data are expressed as mean  $\pm$  SD ( $n = 3$ , \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ).

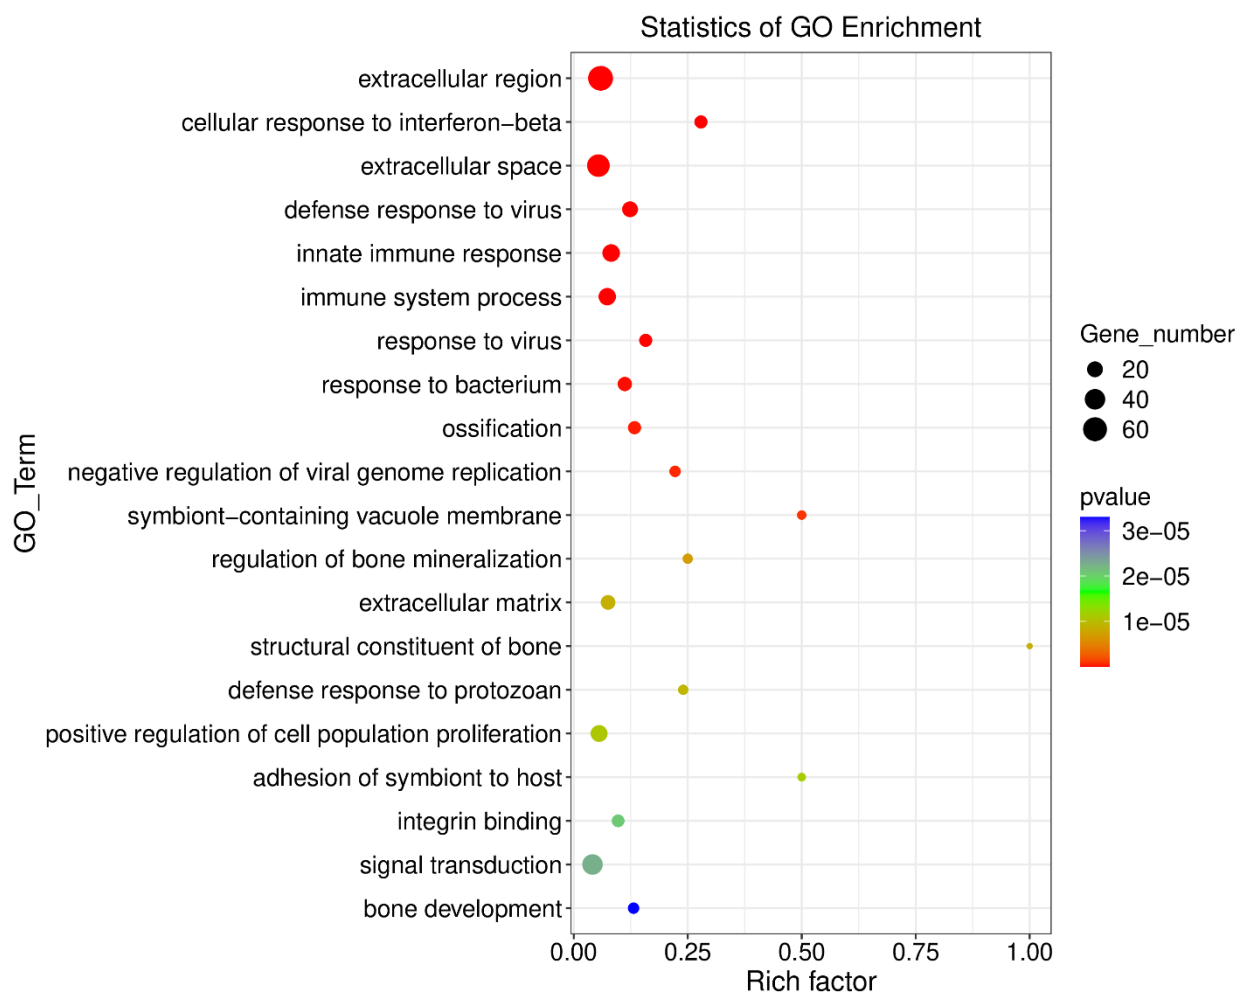

**Figure S6. GO enrichment scatterplot (Treatment vs Control)**

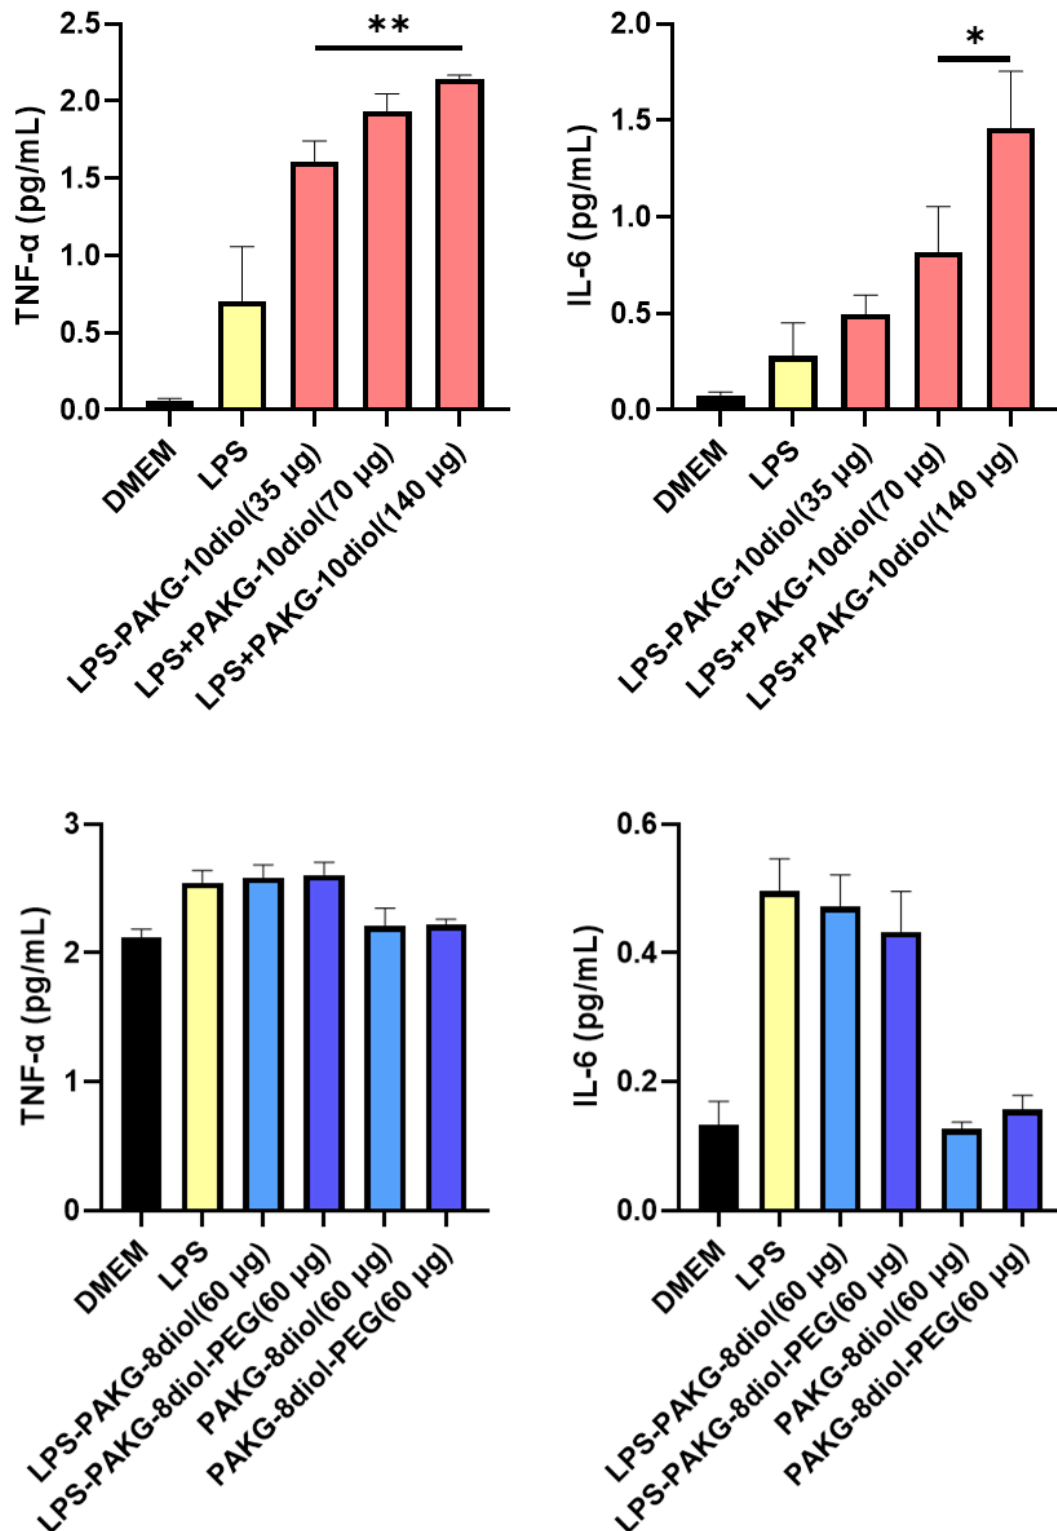

**Figure S7. Elisa determination of pro-inflammatory cytokines (TNF-α, IL-6) in J774A.1 macrophages with PAKG-10diol, PAKG-8diol, PAKG-8diol-PEG.** Data are expressed as mean ± SD (n = 3, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001).

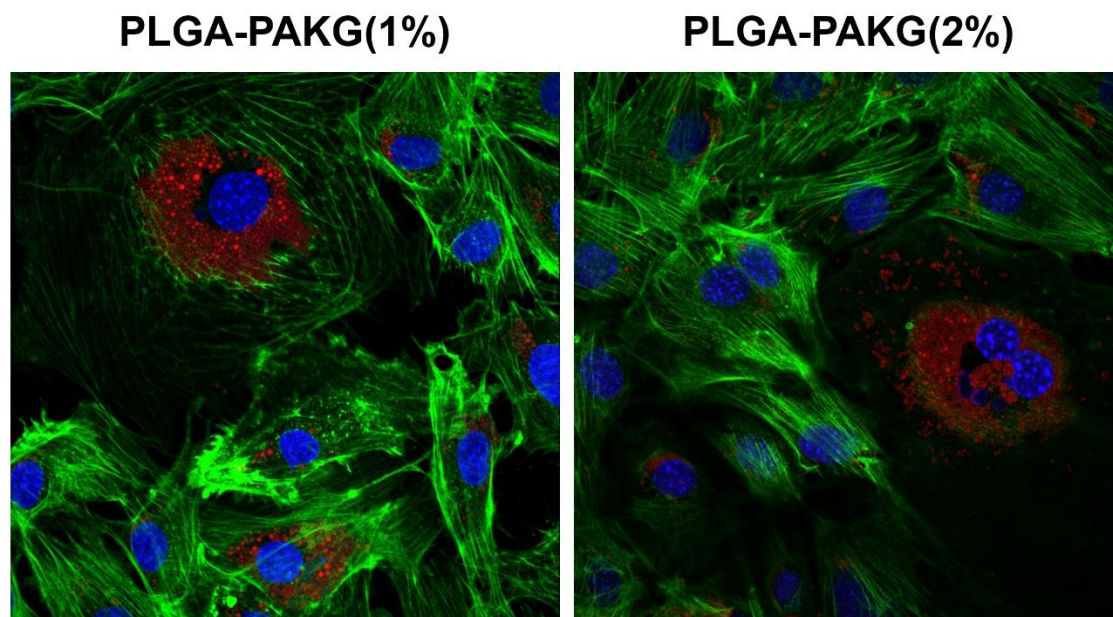

**Figure S8.** Confocal microscopy images of DAPI (blue)- and Phalloidin (green)-stained MC3T3-E1 cultured with PLGA-PAKG (1%) and PLGA-PAKG(2%) MPs.

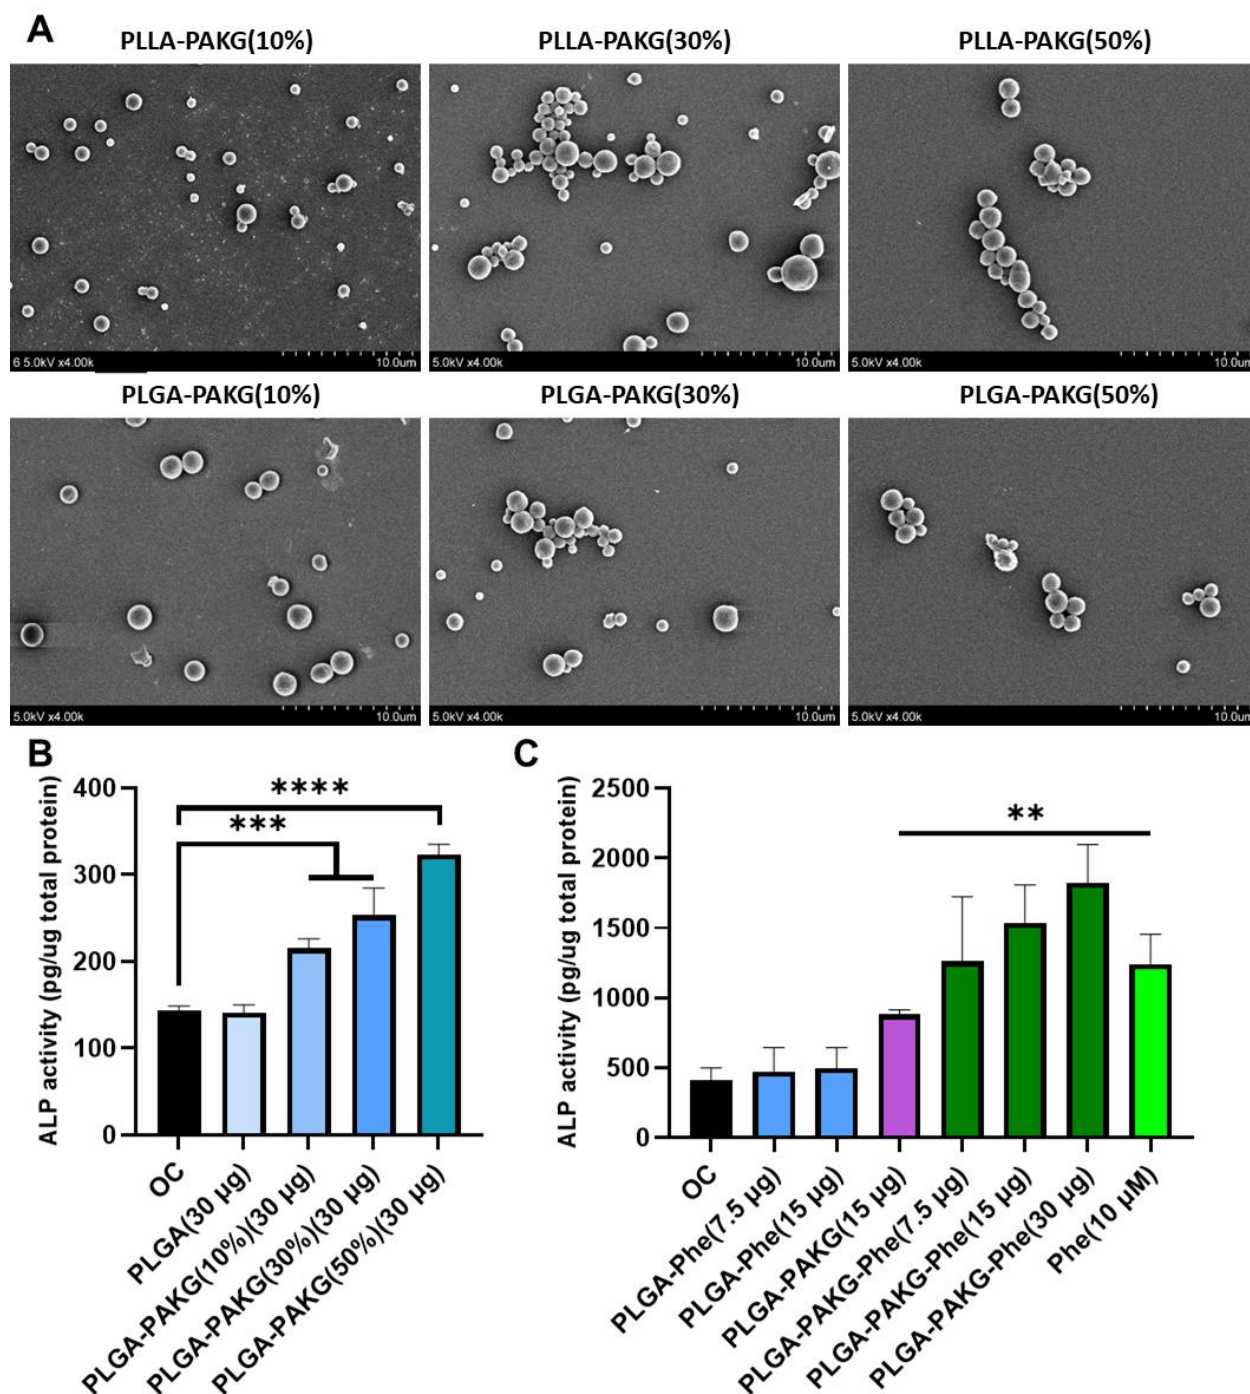

**Figure S9.** (A) SEM images of PLLA-PAKG (10%, 30%, 50%) and PLGA-PAKG (10%, 30%, 50%). (B) ALP activity of MC3T3-E1 with PLGA MPs containing different ratio of PAKG (0, 10, 30, 50%). (C) ALP activity of MC3T3-E1 with different doses of PLGA-Phe and PLGA-PAKG-Phe for dose optimization. Data are expressed as mean  $\pm$  SD ( $n = 3$ , \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ).

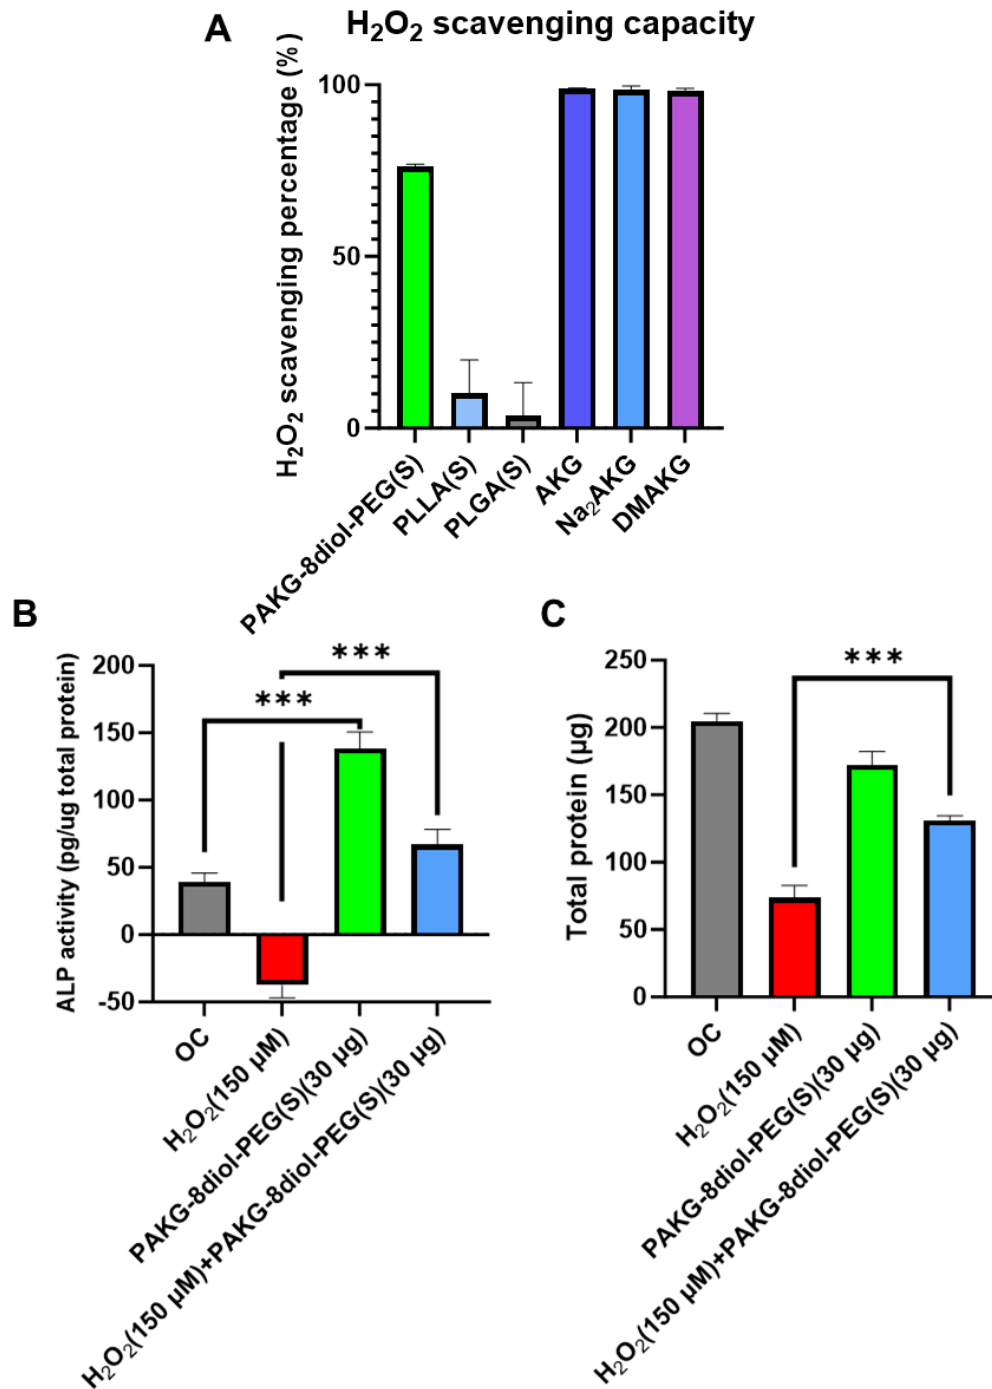

**Figure S10.** (A) Hydrogen peroxide ( $H_2O_2$ ) scavenging capacity test for PAKG-8diol-PEG(S), PLLA, PLGA MPs and AKG, Na<sub>2</sub>AKG, DMAKG. (B)(C) ALP activity and Total protein of MC3T3-E1 with  $H_2O_2$  and PAKG-8diol-PEG(S) MPs to test rescuing effect of PAKG-8diol-PEG MPs in presence of  $H_2O_2$ . Data are expressed as mean  $\pm$  SD ( $n = 3$ , \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ).

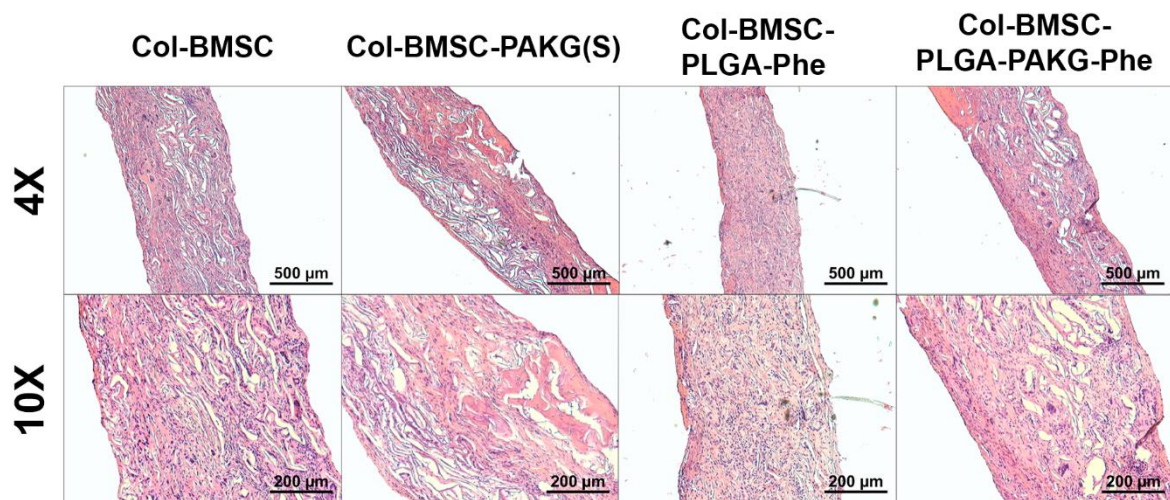

**Figure S11.** Representative H&E-stained tissue sections acquired from the mouse cranial defects after 6 weeks post-implantation. (Scale bars = 500  $\mu\text{m}$  in the upper panel and 200  $\mu\text{m}$  in the lower panel).

How the deposited data were processed for this re-analysis (not part of the article)

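RNA-Seq values of 6 libraries of mouse MC3T3-E1 cells were analysed, 3 treated with PAKG–8diol–PEG(S) MPs (PAKG) and 3 without MPs in OC medium (OC), both at 2 days; conditions and replicate numbers came from the sample labels and the paper. The authors deposited 1 table of FPKM per library, with the same 26187 genes in each. According to the paper, a service provider made and sequenced the poly(A) libraries, assembled the transcripts and compared the groups; the authors name DESeq2 for that comparison. The submitters' processing notes name cutadapt, FastQC, HISAT2, StringTie and DESeq2 and the build GRCm38; versions and the annotation release are not given in the sources used here. The deposited FPKM are not counts, so no count model was used here. Of the gene IDs, 99.76% were found in GENCODE M21, which gave the coordinates on GRCm38; 445 genes were listed at 0 in all 6 libraries, and for the 45 symbols carried by more than 1 gene ID the gene with the highest mean was used. 

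The values were transformed to log2(FPKM + 0.1), and the 12590 genes with a mean of at least 0.5 FPKM were compared in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with trend), 2-sided, with Benjamini-Hochberg adjustment over all genes tested; the prior degrees of freedom were 3.54 beside 4 residual ones. Differentially expressed genes have an adjusted p under 0.05 and a fold change of at least 2; the total counts with no fold threshold were planned, and the counts of each list at the adjusted p alone were added after the results at both thresholds were seen. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The design, the alternatives, the rule for named genes and 32 gene lists were fixed before the data were examined, but after the paper had been read, so the lists hold genes that the paper names. Named genes are those of the paper's text and of its heat map (Fig. 4C, read from the picture), the 12 largest rises and the 12 largest falls among differentially expressed genes whose groups do not overlap, with a mean of at least 2 FPKM in the higher group and no predicted-gene symbol, and in each list up to 4 differentially expressed members with the smallest adjusted p, or up to 2 of the others where there are none. 

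Of the 32 lists, 28 had at least 5 tested genes and were tested with camera at a preset correlation of 0.01, adjusted over the 28; 15 were called, 10 higher and 5 lower. With an estimated correlation 2 of the lists were called, and with fry 20. Over-representation used Fisher's exact test with all tested genes as background, with the 3 Wnt lists joined and the 3 PI3K–Akt lists joined, again over 28 lists, of which 7 were called. KEGG and gene ontology terms were not used here. 

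Depth was not taken from counts: in each library the FPKM worth of 1 fragment on 1 kb was estimated from the low values of short genes. This gives 32100000 to 42400000 fragments per library as an estimate, and whole reads were not recovered. Low values are rounded to 2 decimals, which is coarse for genes near the pseudocount. 

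Both groups carry the replicate numbers 1 to 3. The deviations from the group means of the samples with the same number correlated at 0.192 to 0.430 over the tested genes in all 3 pairs, above the minimum of 0.1 set for calling them paired, whereas samples with other numbers gave -0.312 to 0.138. Neither the paper nor the labels say what the number marks. The number was therefore also fitted as a replicate block; its counts were read in the same output as these correlations. 

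The calling steps were tested on simulated data with 12590 genes, 3 against 3 samples and 50 changed genes per size. At both thresholds, 2%, 42%, 96% and 100% of genes with a true log2 fold change of 0.75, 1, 1.5 and 2 were recovered, and 2 of 122 calls were unchanged genes. Of 30 unchanged lists 0 were called by camera, which need not hold for the real lists. The estimated correlation reached 0.52 there, in the PI3K–Akt matrix list. Splits of the real libraries that mix the groups had 5 to 16 lists called, although they hold part of the group difference. 

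The alternatives were other pseudocounts (1 and 0.01), no filter or a filter at 1 FPKM, rescaling of each library to a common total (TPM), median-ratio scaling, no mean-variance trend, the block, each replicate left out, treat, no fold threshold, camera with an estimated correlation, fry, and over-representation per direction. Chosen after the data were seen were leaving out replicate 2 of both groups, rescaling without mitochondrial genes and the most variable abundant transcripts, and the lists without the genes the paper names. An alternative that takes the highest transcript of each gene was not run, since the values are per gene. The result of 1 gene that meets the rule for named genes is not reported here. Other assays of the paper were not analysed here.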

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

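The lists below and the criterion for them were picked, and the bounds in the tests of proliferation and interferon genes set, after the list medians had been seen, and the rescaling without mitochondrial genes and the test on 9 macrophage markers were chosen after the data were seen; the other tests were set before their own values were seen. Each of the 8 lists with values below, interferon aside, is outside the gene groups that the paper draws from its RNA-Seq in the text, although its Fig. 4B shows a glycine, serine and threonine pathway. Camera called each with a smaller adjusted p than in any other split of the 6 libraries into 3 and 3. It also called each list in some other splits: 9 for proliferation, 7 for chondrocyte markers and 2 to 4 for each of the rest. Collagen-modifying genes had a slightly larger absolute median in another split (0.1021 against 0.1018).

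Proliferation genes were lower with PAKG MPs, with a median log2 fold change of -0.69 over 42 genes (camera adjusted p = 5.17e-29, and 0.0168 with an estimated correlation). None passed the fold threshold, and all 42 were lower at limma's adjusted p under 0.05 (42 when adjusted over the list alone, 42 at an unadjusted p under 0.05). Ccnb1, which encodes cyclin B1 and drives entry into mitosis, fell from 33.4 ± 1.40 to 16.9 ± 1.04 FPKM (SD, n = 3; log2 fold change -0.98, adjusted p = 0.00037), and Ccna2, cyclin A2, from 54.2 ± 0.951 to 30.0 ± 1.33 FPKM (log2 fold change -0.85, adjusted p = 0.000387).

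For this pattern, the scaling of the libraries was tested first: under 3 other scalings the highest median was -0.64, which argues against scaling as the whole cause. Without each library in turn the highest median was -0.68, so no single library carries it. Of 10000 random lists matched on mean expression and exonic length, 0 had a median as low (the lowest was -0.17), which argues against the level and length of the genes. The share of dividing cells and the culture density at harvest were not tested and stay open.

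Interferon-stimulated genes also had a negative median, -0.67 over 54 genes, in a list that camera called at its preset correlation but not with an estimated one (adjusted p = 0.0967), and without each library in turn the highest median was -0.58. Of 10000 matched random lists, 0 had a median as low (the lowest was -0.17), so neither a single library nor the level and length of the genes accounts for the pattern. Macrophages in the OC cultures could also raise such genes there, and the test set for that source did not decide: of Lyz2, Tyrobp, Fcer1g and C1qb only Lyz2 and Fcer1g have values, and their sum was at most 11.46 FPKM in an OC library (the bound was 1) but at least 16.02 in a PAKG library, the opposite order. Macrophages would bring all their abundant transcripts. None of the 9 macrophage markers with values can lie above PAKG in OC by more than 1.02 FPKM (difference of means plus 2 standard errors). The interferon list differs by 262 FPKM in sum, most of it Ifitm3, which had a mean of 478 FPKM in OC and 298 in PAKG. For Ifitm3 the bound argues against macrophages as the source. Low genes such as Usp18 (1.11 FPKM in OC, 0.163 in PAKG) differ by about as much as that bound, which is Cd14's. The next highest bound was 0.246, for Cd68, and those of Lyz2, Fcer1g and Csf1r were negative (-3.62, -0.33 and -0.12). Ptprc, Mpeg1 and Cd68 had higher means in OC, by at most 0.03 FPKM. These markers argue against macrophages as the source for genes such as Usp18 too, although all but Lyz2 and Cd14 had means under 1 FPKM. Whether PAKG MPs act on interferon signaling was not tested.

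The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05. The real split had 182 differentially expressed genes and the highest other split 4, so 1 of 10 splits reached 182; among the 4 splits that part all 3 replicate pairs, the real one included, the highest other had 0 (limma, both thresholds). The real split had 15 lists called by camera and the highest other 16, so 3 of 10 splits had at least 15; among the splits that part all pairs the highest other had 10. Each other split mixes 2 libraries of one group with 1 of the other and so holds part of the difference between the groups, and the split with 16 lists keeps replicate 2 of both groups together, which the second principal component also does. The adjusted p of PI3K–Akt matrix proteins was 0.00116 in the real split and 6.08e-09 in another, and that of BMP and TGF-β signaling 0.0169 and 6.43e-04. Camera called the osteoblast, bone matrix and interferon lists in 7 other splits each. It called Wnt ligands in 6, PI3K–Akt matrix proteins in 5 and β-catenin targets in 3. For these lists, PI3K–Akt matrix proteins aside, the real split had the smallest adjusted p and the largest absolute median.

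Chondrocyte markers had a median log2 fold change of 0.80 over 7 genes, with 2 higher and none lower (2 when adjusted over the list alone; 7 higher at an unadjusted p under 0.05 from limma; camera adjusted p = 8.99e-08, and adjusted p = 0.0832 with an estimated correlation); Hapln1, which links aggrecan to hyaluronan, had a log2 fold change of 1.51. Of the 22 chondrocyte markers listed, the others were not tested. Serine and glycine metabolism and ATF4 targets had a median of -0.26 over 32 genes, with none higher and 2 lower (2 when adjusted over the list alone; 1 higher and 18 lower at an unadjusted p under 0.05; camera adjusted p = 3.12e-05, and adjusted p = 0.22 with an estimated correlation); they are Cth, which fell from 1.76 ± 0.116 to 0.833 ± 0.153 FPKM, and Gatm, at -1.08. Without PAKG replicate 3 both were under the fold threshold (-0.86 for Cth and -0.97 for Gatm), as with a pseudocount of 1 (-0.59 and -0.57), and Cth also without OC replicate 3 (-0.95) and with median-ratio scaling (-0.98). Apoptosis, p53 and senescence genes had a median of -0.25 over 25 genes, with none past both thresholds and 1 higher and 10 lower at an adjusted p under 0.05 alone (1 higher and 15 lower at an unadjusted p under 0.05; camera adjusted p = 1.4e-04, and adjusted p = 0.115 with an estimated correlation); Btg2 had -0.80 and Ccng1 -0.61. Contractile and fibroblast markers had a median of 0.27 over 18 genes, with 1 higher and none lower (1 when adjusted over the list alone; 9 higher and 1 lower at an unadjusted p under 0.05; camera adjusted p = 1.61e-04, and adjusted p = 0.22 with an estimated correlation); the 1 is Ccn2, a matricellular protein, at 1.62. Cholesterol synthesis genes had a median of -0.20 over 25 genes, with none past both thresholds and 4 lower at an adjusted p under 0.05 alone (1 higher and 15 lower at an unadjusted p under 0.05; camera adjusted p = 5.0e-04, and adjusted p = 0.0832 with an estimated correlation); Idi1 had -0.37 and Lss -0.41. Lysosome, phagosome and particle uptake genes had a median of 0.11 over 61 genes, with none past both thresholds and 13 higher and 1 lower at an adjusted p under 0.05 alone (23 and 4 at an unadjusted p under 0.05; camera adjusted p = 5.32e-04, and adjusted p = 0.22 with an estimated correlation); the lower 1 is the receptor Axl, at -0.91, and the sialidase Neu1 had 0.77. Collagen-modifying dioxygenases and chaperones had a median of 0.10 over 18 genes, with none past both thresholds and 5 higher at an adjusted p under 0.05 alone (7 higher and 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.00241, and adjusted p = 0.236 with an estimated correlation); P3h1 had 0.41 and Plod2 0.44.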

How the results depend on the processing

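Leaving out replicate 2 of both groups, rescaling without mitochondrial genes, and the lists without the genes the paper names were chosen after the data were seen. Counts of genes higher and lower moved to 62 and 28 with a pseudocount of 1, to 17 and 4 with treat and to 751 and 1099 with no fold threshold, each a stricter or looser rule by construction. With 1 replicate left out they ranged from 101 to 128 and from 65 to 97. With the replicate block 118 genes were higher and 84 lower, among them all 182 of the fit without it. The block changed no other call of a list or named gene at both thresholds, but 3711 genes in place of 1850 passed at an adjusted p under 0.05 alone, among them Ctsk and Hsp90b1. Of the 63 differentially expressed named genes, treat no longer called 45; under the alternatives that keep both thresholds 13 lost the call, 1 more (Il18rap) was left untested by the filter at 1 FPKM, and 0 reversed.

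Camera with an estimated correlation gave adjusted p = 0.0832 for Wnt ligands, 0.261 for Wnt targets, 0.491 for PI3K–Akt matrix proteins and 0.0967 for interferon-stimulated genes; the lists without the genes the paper names gave 0.0544 for Wnt targets. Wnt inhibitors were called with no filter (0.0394), a filter at 1 FPKM (0.0169), fry (0.0356) and fry's mixed test (1.98e-05), and ranged from 0.0357 to 0.182 with 1 replicate left out. Fry's mixed test, which takes either direction, gave 3.5e-05 for PI3K–Akt core genes, 1.49e-06 for growth factors and 1.47e-06 for inflammatory genes, and fry gave 0.0304 for growth factors, 0.0022 for inflammatory genes and 0.14 for PI3K–Akt matrix proteins. With 1 replicate left out, growth factors ranged from 0.0313 to 0.179, PI3K–Akt matrix proteins from 3.64e-06 to 0.106, and inflammatory genes from 0.0444 to 0.195; these samples are fewer, and beyond that the cause was not tested. Direction reversed for TET, KDM and other dioxygenases without PAKG replicate 2 (left-out range 0.0526 to 0.898), for endoplasmic reticulum stress genes without PAKG replicate 1 (left-out range 0.529 to 0.936) and with fry (0.921), and for adipocyte markers with no filter (0.64); none of these is a call, and the cause was not tested. Over-representation of genes called lower only gave adjusted p = 1 for Wnt, 0.388 for PI3K–Akt, and 1 for osteoblast, bone matrix and chondrocyte genes, and that of genes called higher only gave 1 for interferon-stimulated and inflammatory genes, as follows from splitting by direction.

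Depth and rounding limit genes with values near the pseudocount, and in simulated data fewer than 1 in 2 of the genes changed just at the fold threshold were recovered. The alternative that takes the highest transcript of each gene was not run, because the values are per gene.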

Differences from the paper's values

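Leaving out replicate 2 of both groups and rescaling without mitochondrial genes, named below, were chosen after the data were seen. The paper reports 217 genes upregulated by PAKG MPs, and 109 were found here at the thresholds it states, adjusted p under 0.05 and a fold change of at least 2. The counts printed in its Fig. 4A sum to the 26187 genes of the deposited tables, whereas 12590 were tested here; with no filter 144 genes were higher. Under each alternative fixed before the data were examined the count differed from the paper's by more than 1.5 times, from 17 with treat to 751 with no fold threshold. The paper reports 137 genes downregulated, and 73 were found here; with no filter (98) and without PAKG replicate 2 (97) the count lay within 1.5 times of the paper's, and under the other alternatives fixed before the data were examined it did not. Without replicate 2 of both groups it was 93, also within 1.5 times of the paper's, and with rescaling without mitochondrial genes it was 82, which is not. The paper names DESeq2 for its comparison, which was not run here because the values are FPKM.

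The paper shows 30 genes in its heat map of differentially expressed genes (Fig. 4C), of which 23 passed both thresholds here. The other 7 had an adjusted p under 0.05 from limma and a log2 fold change under 1: Igfbp4 (0.97), Tgfb1 (0.80), Tnip1 (0.94), Col8a2 (0.90), Aspn (0.83), Efhd1 (0.99) and Col27a1 (0.95). All 30 moved in the direction that the heat map shows. The heat-map genes called numbered 26 with rescaling to a common total, 25 with median-ratio scaling, 26 without PAKG replicate 2, and 24 without PAKG replicate 1 or any 1 OC replicate; with a filter at 1 FPKM they numbered 22. They numbered 26 without replicate 2 of both groups and 24 with rescaling without mitochondrial genes, alternatives chosen after seeing the values, and each of these dropped 0 of the named genes called here.

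The paper lists the gene ontology terms innate immune response and immune system process among those upregulated by PAKG MPs. It also names Il1rl1, Isg15, Osmr, Ifit1 and Il18rap as downregulated genes of innate immunity and inflammation, and all 5 were lower here at both thresholds. Of 54 interferon-stimulated genes, many of them part of that response, 0 were higher and 13 lower here (2 higher and 46 lower at an unadjusted p under 0.05 from limma). Ontology terms were not tested here. The paper's terms of bone and matrix match the osteoblast list in direction, at 12 higher and 0 lower (24 and 3 unadjusted).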

Other observations

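The test of ERK-induced genes below was chosen after the result it follows up was seen. BMP and TGF-β signaling genes went both ways with PAKG MPs, with 2 of 40 higher and none lower (2 when adjusted over the list alone; 15 higher and 7 lower at an unadjusted p under 0.05 from limma), a median log2 fold change of 0.08 and a camera adjusted p of 0.0169 (adjusted p = 0.414 with an estimated correlation). The call was also lost, at 0.0839 without the genes the paper names, 0.106 without PAKG replicate 2 and 0.0629 without OC replicate 1. Smad6, an intracellular inhibitor of BMP signaling, rose from 6.91 ± 0.431 to 17.2 ± 2.16 FPKM (SD, n = 3; log2 fold change 1.29, adjusted p = 0.000516). TET, KDM and other dioxygenases that use α-ketoglutarate as a co-substrate (9 of the 27 are Egln, Alkbh and other enzymes) had none of 27 past both thresholds and 2 higher at an adjusted p under 0.05 alone (3 higher and 2 lower at an unadjusted p under 0.05), Kdm4b at 0.33 and Kdm5b at 0.48. Their median was -0.02, whereas their mean of 0.02 and camera's direction were positive (adjusted p = 0.318). Of 45 genes of the TCA cycle and glutamine metabolism, none passed both thresholds and 2 were higher and 6 lower at an adjusted p under 0.05 alone (3 and 11 unadjusted), with a median of -0.08 and a camera adjusted p of 0.107. Camera called the list with no filter (0.0373), and so did fry (0.0356). Pcx, pyruvate carboxylase, had -0.63 and Me1, malic enzyme, 0.51.

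HIF-1 and glycolysis targets had 0 of 30 genes higher and 1 lower (4 higher and 10 lower at an unadjusted p under 0.05), with a median of -0.07 and a camera adjusted p of 0.129 (0.00766 with fry). The 1 lower gene is Gapdh, which also counts among 16 housekeeping genes (0 higher, 1 lower; 1 and 5 unadjusted; median -0.10, camera adjusted p = 0.184), at 9.95 ± 1.13 FPKM in PAKG and 24.2 ± 6.19 in OC (log2 fold change -1.25, adjusted p = 0.00369). Its processed pseudogene Gapdh-ps15 was listed above Gapdh in all 6 libraries, at 29.5 to 32.92 FPKM in PAKG and 35.65 to 47.46 in OC. The division of reads between these copies, and so the value of Gapdh, is uncertain. Antioxidant and NRF2 targets had none of 36 past both thresholds (6 higher and 7 lower unadjusted; median 0.05, camera adjusted p = 0.376), with Gclc at -0.46. Endoplasmic reticulum stress genes had none of 24 (2 higher and 3 lower unadjusted; median -0.00, camera adjusted p = 0.718), with Ppp1r15a at 0.32 and Hsp90b1 at -0.30 (adjusted p = 0.0555). Adipocyte markers had none of 7 (1 higher unadjusted; median 0.04, camera adjusted p = 0.318), with Cebpa at 0.70 and Lipe at 0.25 (adjusted p = 0.322). Mitochondrially encoded genes had none of 13 and 2 lower at an adjusted p under 0.05 alone (4 lower unadjusted), with a median of -0.23 and a camera adjusted p of 0.0558. Of these, mt-Atp8 had -0.51 and mt-Nd1 -0.44, and camera called the list (as did fry's mixed test, 0.0243) with rescaling to a common total (0.0141), with no mean-variance trend (0.0321) and without OC replicate 2 (0.00529). Too few genes for a test were left in the lists of osteocyte markers (1 of 4 higher at both thresholds, and 1 higher and 2 lower at an adjusted p under 0.05 alone), muscle markers (1 of 4 higher, Acta1 at 1.45, and 0.65 with a pseudocount of 1), macrophage and osteoclast markers (0 of 4; 2 higher unadjusted; Ctsk at 0.27, adjusted p = 0.0871) and endothelial markers (0 of 1; 0 unadjusted; Eng at 0.25, adjusted p = 0.533). Among the osteocyte markers, Podnl1 had a log2 fold change of 1.04, just under the threshold without OC replicate 1 and 0.87 with a pseudocount of 1, whereas Pdpn (-0.59, adjusted p = 0.00134) and Gja1 (-0.61, 0.00315), both named after their values were seen, were lower.

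Etv4, Etv5, Dusp6 and Spry1, which ERK signaling induces, were all lower with PAKG MPs; Dusp6 had a log2 fold change of -1.21 and Spry1 -1.27, and both were picked after their values were seen. The hypothesis that ERK-induced genes were lower as a group was tested on the other members of a textbook list. Over 22 genes the median was -0.13, with 0 higher and 1 lower at both thresholds and 1 higher and 8 lower at an adjusted p under 0.05 alone. Camera gave p = 0.215 (0.244 with an estimated correlation, 0.407 with the replicate block). The test did not pass, and with members moving both ways it leaves the hypothesis open.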
